# Extensive co-binding and rapid redistribution of NANOG and GATA6 during emergence of divergent lineages

**DOI:** 10.1038/s41467-022-31938-5

**Published:** 2022-07-23

**Authors:** Joyce J. Thompson, Daniel J. Lee, Apratim Mitra, Sarah Frail, Ryan K. Dale, Pedro P. Rocha

**Keywords:** Epigenetics, Nuclear organization, Differentiation

## Abstract

Fate-determining transcription factors (TFs) can promote lineage-restricted transcriptional programs from common progenitor states. The inner cell mass (ICM) of mouse blastocysts co-expresses the TFs NANOG and GATA6, which drive the bifurcation of the ICM into either the epiblast (Epi) or the primitive endoderm (PrE), respectively. Here, we induce GATA6 in embryonic stem cells–that also express NANOG–to characterize how a state of co-expression of opposing TFs resolves into divergent lineages. Surprisingly, we find that GATA6 and NANOG co-bind at the vast majority of Epi and PrE enhancers, a phenomenon we also observe in blastocysts. The co-bound state is followed by eviction and repression of Epi TFs, and quick remodeling of chromatin and enhancer-promoter contacts thus establishing the PrE lineage while repressing the Epi fate. We propose that co-binding of GATA6 and NANOG at shared enhancers maintains ICM plasticity and promotes the rapid establishment of Epi- and PrE-specific transcriptional programs.

## Abstract (web summary)

The authors show that the transcription factors NANOG and GATA6 co-bind the same enhancers in common progenitors before divergent epiblast and primitive endoderm lineages emerge. This may help maintain plasticity at early stages and facilitate bifurcation into distinct lineages

## Introduction

Recent single-cell (sc) studies have highlighted the prevalence of plastic states characterized by co-expression of divergent lineage-determining TFs during cell specification^1,2^. The mouse second cell fate decision is an in vivo paradigm to understand how lineage-specific TFs regulate differentiation of diverse cell types from common progenitors. In mice, Epiblast (Epi) and Primitive Endoderm (PrE) arise from a common progenitor in the early blastocyst, the inner cell mass (ICM). Around embryonic day 3.25 (E3.25), all ICM cells express heterogeneous levels of both Epi Transcription factors (TFs) –SOX2, OCT4, and NANOG– and PrE TF GATA6^3,4^. By E3.5, ICM cells restrict expression to either NANOG or GATA6, which predisposes them towards the Epi or PrE fate, respectively^4–8^. By E4.5, both lineages are established, specified PrE cells segregate to form an epithelial layer encapsulating the pluripotent Epiblast, and the blastocyst implants in the uterus, culminating preimplantation development^4,9,10^.

ICM cells preferentially expressing GATA6, and subsequently its downstream targets SOX17 and GATA4, activate a transcriptional network promoting commitment to the PrE fate^6,11–16^. However, PrE precursors in early blastocysts can still switch to an Epi fate if the ratio of Epi/PrE compartments is affected^17,18^, indicating that cells at this stage are plastic and not fully committed. This adaptability is lost in the late blastocyst (E4.5) suggesting that Epi and PrE fates are irreversibly committed at this stage^18,19^. Although Epi- and PrE-specific genes have been described using scRNA-seq in developing blastocysts^20–22^, we lack understanding of how plasticity is maintained in the ICM and then quickly lost as cells are specified into two distinct lineages.

Embryonic stem (ES) cells cultured in vitro do not express GATA6 or any other PrE-specific genes, and have been used to study regulatory mechanisms controlling the Epi pluripotency network^23–27^. Similarly, extra-embryonic endoderm (XEN) cells derived from blastocysts have been used to characterize the PrE fate in vitro. However, XEN cells are a heterogenous population, more closely resembling the PrE post-implantation derivatives, parietal, and visceral endoderm^28,29^. Alternatively, ectopic expression of PrE TFs like GATA6, GATA4 or SOX17 in ES cells can induce transdifferentiation into the PrE state and provide efficient temporally controllable systems, which have helped identify genes and signaling pathways driving PrE establishment^30–35^.

In this study, we aim to simulate the plastic state of bipotent ICM cells. We use ES-cells carrying an inducible GATA6 transgene and profile them immediately following GATA6 induction (2 h). Although GATA6 induction leads to repression of NANOG and other Epi TFs, at this early timepoint both GATA6 and NANOG are highly expressed. We find that during this stage of co-expression, GATA6 binds its motifs in cis-regulatory elements (CREs) of PrE genes and works as a pioneer TF to make them accessible for transcriptional activation. Simultaneously, GATA6 binds at an unexpectedly large fraction of CREs controlling Epi genes, leading to co-occupancy with the core pluripotency TFs, NANOG and SOX2. Surprisingly, we observe that transient binding of GATA6 to Epi CREs is followed by eviction of NANOG and SOX2 and their redirection to GATA6-bound PrE CREs. The ability of GATA6 and NANOG to bind at both Epi and PrE loci is evident also in uncommitted ICM cells in blastocysts. We propose that co-binding of NANOG and GATA6 to the same regulatory elements confers plasticity in the ICM and allows rapid bifurcation into divergent lineages during blastocyst development.

## Results

### GATA6 expression quickly generates PrE-like cells in vitro

To characterize how GATA6 and NANOG coregulate plasticity and how GATA6 induces the PrE state while inhibiting the alternative Epi fate, we employed doxycycline (Dox)-induced GATA6 expression in ES cells^35^. GATA6 expression was induced for 12 h and cells cultured up to 96 h (Fig. 1a). 

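Bulk RNA-seq was analysed from mouse ES (mES) cells that carry a Dox-inducible *Gata6* transgene, at 8 time points (0, 2, 4, 8, 16, 24, 48 and 96 h after addition of Dox) with 4 replicates each, 32 samples in all. Dox, at 1 µg/ml, switches on the transgene through a TET-responsive element. Uninduced cells (0 h) were kept in a medium with inhibitors of MEK and GSK3, whereas induced cells were moved to serum-containing medium with Dox for up to 12 h. The medium and Dox therefore changed together between 0 h and every later time point. The authors trimmed the reads with cutadapt, aligned them to GRCm38.p6 with HISAT2 and counted them per gene with featureCounts on GENCODE annotation. They deposited these counts after library-size normalization and the variance stabilizing transformation of DESeq2, on a log2 scale, with an added row for the transgene. Undoing the transformation and the size factors gave whole reads for 100% of the values in 54233 rows. Reads on genes ranged from 3190108 to 12301732 per sample, with a median of 8870662.5. At 0 h the range was 3914631 to 11035765 (median 7385035.5), at 2 h 6786994 to 10790211 (median 8777839.5), and at 4 h 3190108 to 9640546 (median 8362486.5). At 8 h it was 8723008 to 10115754 (median 9839197.0), at 16 h 8853865 to 11586928 (median 9191963.5), and at 24 h 3844937 to 12301732 (median 8027953.0). At 48 h it was 4220117 to 9604532 (median 8382047.5), and at 96 h 7292000 to 9659981 (median 8389259.5). The paper's Supplementary Data 1 lists 3586661 to 13790084 uniquely mapped reads per sample, of which 86.6 to 91.8% were on genes. The values given here use the reads on genes. Expression is given as normalized counts, the reads divided by the authors' size factor of the sample. Genes with a normalized count of at least 10 in at least 4 samples (15227 genes) were tested on log2(normalized count + 1) with limma, with a mean-variance trend and all 32 samples in the fit. Differential expression was called at the paper's threshold, a false discovery rate (FDR) below 0.1 by Benjamini-Hochberg adjustment and a log2 fold change of at least 2 in either direction. The paper applied this threshold to DESeq2 fold changes after shrinkage, which was not done here. Fold changes on this scale understate the change of genes with low counts. Means over gene lists were compared with exact permutation tests of 4 samples against 4, whose smallest p is 0.029. All tests were two-sided. The replicates of each time point fell into 2 sets, replicates 1 and 2 against replicates 3 and 4. The chi-square per degree of freedom between samples of one time point had a median of 1.59 within the sets (16 pairs) and 11.4 between them (32 pairs). Every replicate was kept as a sample, and values within the sets are given beside some of the pooled ones. The exact permutation tests therefore take all 4 replicates as independent. With the 2 sets of each time point as units, the smallest exact p would be 0.333. Fits after averaging the replicates within each set had no term for the set. A difference between sets that time points share counted as spread in those fits. Deviations from the time point means had a mean correlation across genes of 0.196 between samples with the same replicate number and 0.196 between samples with the other number of the same set. The corresponding correlation was -0.196 between sets, so the replicate number paired the samples no better than the set did.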

Since ES cells in culture resemble Epi cells, Dox-induced GATA6 expression initiates transdifferentiation of Epi-like cells into PrE. To identify the transdifferentiation time points that resembled in vivo stages more closely, we used a scRNA-seq dataset^22^ generated from E3.5 and E4.5 blastocysts and compared them to bulk RNA-seq of GATA6-induced cells at each time point (Fig. 1b). To achieve this, we first obtained normalized expression data using standard procedures specific to each data source (see Methods for details). Next, we fit a linear model to account for technical variability of the different platforms and performed principal component analysis (PCA) on the residuals to compare bulk and scRNA-seq timepoints. Reassuringly, trophectoderm (TE) cells, which are specified independently in the first cell fate decision, clustered away from all other data points. Each time point between 8 to 48 h after Dox induction, clustered with a distinct cell type in blastocysts. At 8 h, induced cells resembled ICM and Epi cells, while at 16 h they clustered with PrE precursors present in early blastocysts (E3.5). Between 24 and 48 h, in vitro cells resembled the PrE at E4.5, suggesting that the process of PrE fate-establishment had been completed. The 96 h time point clustered away from the blastocyst cells suggesting that by this time point cells most likely resembled PrE derivatives, deeming them less relevant to study PrE-specification mechanisms. FACS and immunofluorescence confirmed that as reported^35^, almost all cells activate PrE targets and repress Epi genes by 48 h (Supplementary Fig. 1a, b), and immediately following Dox induction cells homogenously co-express GATA6 and NANOG (Supplementary Fig. 1c). We then looked at changes in expression of genes that form the Epi and PrE transcriptional networks. Epi- and PrE-specific genes were defined by identifying genes differentially expressed in the two ICM-derived lineages. For higher stringency, only genes identified as Epi or PrE-specific in a second dataset^21^ were included in downstream analyses. Genes more highly expressed in the PrE population were included in the PrE transcriptional network (579 genes), and vice versa for Epi genes (221 genes). 

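Of the 579 PrE genes listed in the paper's supplementary data, 572 were matched to a row of the expression table, and all 572 passed the filter on low counts. Of the 221 Epi genes, 2 had no matching row and 4 more did not pass the filter, and these genes were not used here.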

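The mean log2(normalized count + 1) of the 572 PrE genes was 7.99 ± 0.05 (SD, n = 4) at 0 h. It was higher by 0.12 at 2 h, by 0.28 at 4 h, by 0.62 at 8 h, by 0.98 at 16 h, by 1.38 at 24 h, by 2.16 at 48 h and by 2.21 at 96 h. From 4 h on, all 4 samples of each time point lay above all 4 samples at 0 h (exact permutation test, p = 0.029, Benjamini-Hochberg adjusted p = 0.0331 over 22 exact tests). The exact tests take the 4 replicates as independent, and with the 2 replicate sets as units the smallest p would be 0.333. At 2 h the samples overlapped with those at 0 h (exact permutation test, p = 0.0571, adjusted 0.0629). The replicate sets differed at both time points, and the mean rose in all 4 same-numbered pairs, by 0.093 within replicates 1 and 2 and by 0.141 within replicates 3 and 4 (exact sign-flip test, p = 0.125). The mean of the tested Epi genes was 9.58 ± 0.12 (SD, n = 4) at 0 h. It changed by 0.01 at 2 h and by -0.05 at 4 h, neither of which was larger than the spread between replicates (exact permutation tests, p = 0.83 and p = 0.4). That spread holds the difference between the replicate sets. Within replicates 1 and 2 the changes were -0.024 at 2 h and -0.11 at 4 h, and within replicates 3 and 4 they were 0.034 and -0.0001. It was then lower at each later time point, with changes of -0.26 at 8 h, -0.56 at 16 h, -1.11 at 24 h, -1.59 at 48 h and -2.00 at 96 h (exact permutation test, p = 0.029 each). Within replicates 1 and 2 the PrE change at 48 h was 2.11, and within replicates 3 and 4 it was 2.21. The corresponding Epi changes were -1.58 and -1.60. With samples paired by replicate number, the exact sign-flip test gave p = 0.125 for every change whose 4 pairs had 1 sign, which is the smallest p that 4 pairs allow. Taking the median gene in place of the mean moved the PrE change most, to 1.55 at 48 h. In a principal component analysis of the 500 most variable genes, the first component held 74.4% of the variance and the second 11.3%. Mean scores on the first component were -50.8 at 0 h, -51.9 at 2 h, -43.7 at 4 h, -25.8 at 8 h, 0.339 at 16 h, 28.4 at 24 h, 65.1 at 48 h and 78.3 at 96 h. The samples at 0 and 2 h differed on the second component, with means of -24.7 and -16.3.

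**Figure D1:**
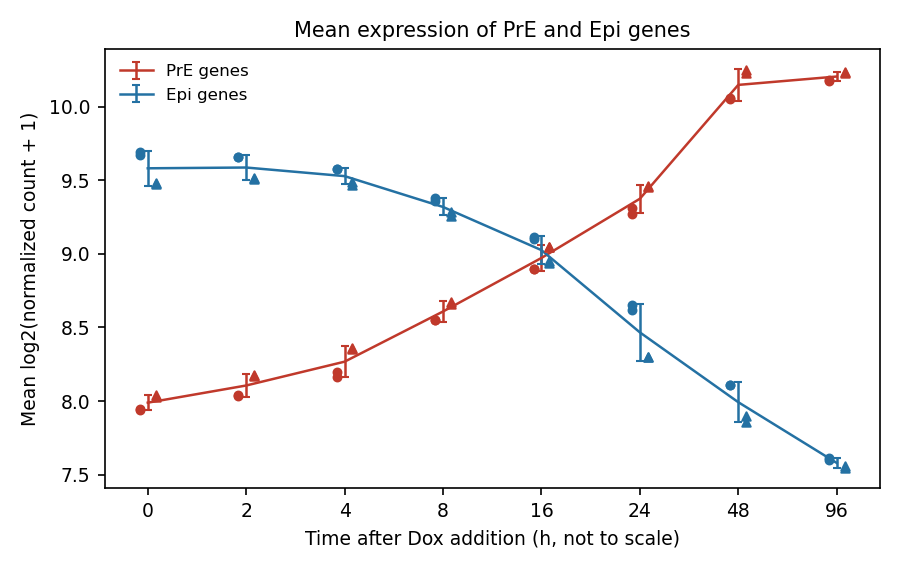
Mean log2(normalized count + 1) of the PrE genes (red) and Epi genes (blue) on the vertical axis against hours after Dox addition, evenly spaced, on the horizontal axis. Circles are replicates 1 and 2, triangles are replicates 3 and 4, lines join the means and bars are SDs (n = 4); the PrE mean rises by 2.16 and the Epi mean changes by -1.59 between 0 and 48 h.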

As shown in Fig. 1c, the transcriptome progressively changed during GATA6-induction, with a decrease of Epi-, and an increase of PrE-transcript levels. Differential gene expression analyses of the entire transcriptome also revealed progressive changes in expression, starting as early as 2 h post GATA6 induction, with 639 genes silenced, and 920 activated (Supplementary Fig. 1d, e). 

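Against 0 h, 305 genes were higher and 53 lower at 2 h at the threshold of FDR < 0.1 and 4-fold change. The numbers of higher and lower genes were 410 and 108 at 4 h, 518 and 199 at 8 h, 613 and 365 at 16 h, 738 and 661 at 24 h, 1291 and 1079 at 48 h, and 1413 and 1567 at 96 h. Over all comparisons with 0 h and with the preceding time point, 2176 genes were higher and 2129 lower at least once. With the replicate number as a block, these totals were 2176 and 2135. After averaging the replicates within each set, so that each time point had 2 values, 299 genes were higher and 49 lower at 2 h, and 1286 were higher and 1077 lower at 48 h. All of these were also called with 4 replicates. Requiring a mean normalized count of at least 50 moved the totals most, to 1081 higher and 898 lower genes. Among genes with a symbol in the deposited table (the transgene row has none), a mean of at least 100 in the higher group and no overlap between samples, the largest rises at 2 h were those of *Egr3*, *Rrad* and *Wnt7b*. *Egr3*, on chromosome 14 from 70077203 to 70082614, went from 0.202 ± 0.403 to 420 ± 118 normalized counts (SD, n = 4). These 3 genes had at most 3 reads in any sample at 0 h, so their order depends on the pseudocount. The largest falls at 2 h were those of *Nkx1-2*, *Fzd10* and *Sp5*, with log2 fold changes of -4.04, -2.83 and -2.69. At 48 h the largest rises were those of *Cubn*, *Nostrin* and *Dab2*, with log2 fold changes of 12.35, 10.76 and 10.71. The largest falls at 48 h were those of *Nkx1-2*, *Trpm1* and *Sp5*, with -8.55, -8.17 and -7.38. *Nostrin* at 0 h and the last 3 genes at 48 h had at most 2 reads in any sample, so the pseudocount sets the size and order of these changes in part. Coordinates here and below are those of GRCm38 in a later GENCODE release than the one the authors used. From the changes across time points, the paper concludes that expression changes progressively and as early as 2 h after induction of GATA6.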

In summary, these data show that immediately following GATA6 induction, ES cells approach a transcriptional state that resembles the plastic ICM state at E3.5 and within 48 h, are more similar to PrE-specified cells at E4.5.

**Fig. 1:**
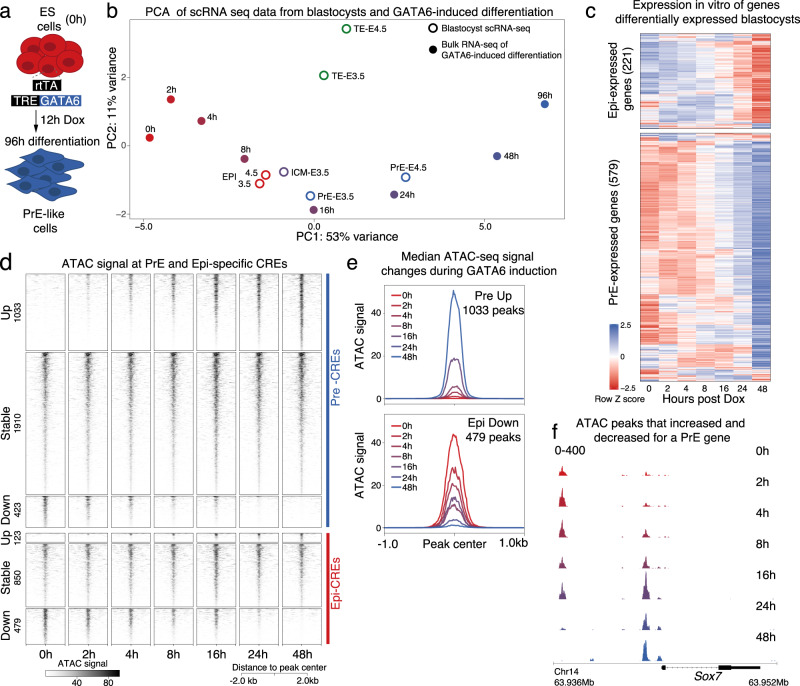
GATA6-driven in vitro differentiation recapitulates PrE specification in blastocysts and initiates rapid transcriptional changes and chromatin remodeling. **a** Scheme depicting GATA6-driven in vitro differentiation of mES cells used to study PrE specification. **b** PCA of bulk-RNA-seq at differentiation time-points (solid circles) and single-cell RNA-seq profiles of E3.5 and E4.5 blastocysts (open circles). The PrE precursor state was achieved by 16 h of GATA6-driven differentiation and fully specified PrE-cells appeared at 24-48 h. **c** Heatmap of transcript *z*-scores of Epi- and PrE-specific genes shows that most blastocyst lineage-specific genes showed similar changes in expression during GATA6-driven differentiation. **d** Changes in chromatin accessibility measured by ATAC-seq at PrE and Epi CREs were quickly initiated within 2 h of differentiation. Accessible regions at 48 h were compared to 0 h and classified as up, stable or down. **e** Median ATAC signal plots depict an increase in ATAC signal at 1033 PrE-CREs and decrease at 479 Epi-Cres. **f** Browser view at the *Sox7* locus showing a progressive loss in ATAC signal at a distal CRE and a gain in accessibility at a proximal CRE. This example shows that not all PrE CREs gained accessibility during PrE-specification.

Although immunofluorescence and FACS support a homogenous PrE induction upon GATA6 expression, we wanted to confirm that this holds true for changes to the transcriptome. We compared bulk-RNA-seq in unsorted, and cells sorted for high PDGFRA expression, a PrE marker. The transcriptional profile of sorted cells was strikingly similar to that of unsorted cells (Supplementary Fig. 1f). Amongst the 130 and 343 genes that were differentially expressed between unsorted and sorted populations at the 8 and 24 h time points very few were part of the PrE-specific network (2 Epi genes at 8 h and 23 at 24 h, 1 PrE gene at 8 h and 8 at 24 h Supplementary Fig. 1g). However, even these genes showed similar expression changes during GATA6 induction (progressive activation of the 9 PrE genes, and repression of the 23 Epi genes), albeit with modestly different magnitudes (Supplementary Fig. 1h). Importantly, GATA6-induced expression changes of fate-determining PrE (*Gata4*, *Sox17*) and Epi (*Sox2*, *Nanog*) genes was identical between bulk and sorted populations (Supplementary Fig. 1i). Even though we cannot completely rule out some cellular variability during GATA6 induction, these data suggest that majority of the cells induce a PrE fate very homogeneously.

### Chromatin remodels rapidly following GATA6 induction

To probe into the dynamics of chromatin remodeling accompanying PrE establishment, we profiled changes in chromatin accessibility using ATAC-seq^36^. This revealed changes in chromatin accessibility by 2 h of GATA6 expression (Supplementary Fig. 1j–l) with little difference between PDGFRA^+^-sorted and bulk population (Supplementary Fig. 1m, n), and no single peak identified as differentially accessible between sorted and unsorted populations at any time point. This indicates that remodeling of chromatin landscape begins rapidly following GATA6 induction and with little heterogeneity. As described in the methods, ATAC peaks were classified as Epi- or PrE-specific CREs using the closest TSS for a distance up to 50 kb, a method commonly used to annotate GWAS loci^37^. In both cases, the majority of CREs (1910) did not change accessibility during differentiation (Fig. 1d). Although most PrE CREs that showed changes were associated with an increase in accessibility (1033), some showed a reduction (423). Conversely, most dynamic Epi CREs lost accessibility (479) while few showed a gain (123). Gain of ATAC signal at PrE CREs was evident as early as 2 h with a surge at 16 h (Fig. 1e, top). At Epi CREs, loss of accessibility also began at 2 h and then decreased gradually (Fig. 1e, bottom). The 16 h surge in accessibility is exemplified at the promoter-proximal CRE controlling *Sox7*, a PrE-specific TF activated by GATA6 (Fig. 1f). In contrast, a distal *Sox7* CRE lost chromatin accessibility, which is a good example of why not all PrE CREs gain accessibility as it may have been expected. Similar chromatin remodeling dynamics were observed at ATAC peaks identified throughout the genome, without restricting analysis to Epi or PrE-specific CREs (Supplementary Fig. 1k, l). These data demonstrate that GATA6-driven chromatin remodeling is initiated immediately following induction and that characterization of early events is crucial to understanding how a single transcription factor induces the PrE fate while inhibiting the Epi transcriptional program.

### GATA6 functions as a pioneer TF to rapidly remodel PrE loci

To identify regulatory mechanisms contributing to changes in chromatin accessibility upon GATA6 induction, we mapped TF binding using CUT&RUN^38^ and distribution of histone tail modifications associated with active and repressed chromatin using CUT&TAG^39^. 

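The endogenous *Gata6* gene (ENSMUSG00000005836) lies on chromosome 18 from 11052064 to 11085635 on the plus strand. At 0 h no sample had more than 1 read on it. Its normalized counts were 14.9 ± 2.59 (SD, n = 4) at 2 h, 171 ± 17.2 at 4 h, 346 ± 22.6 at 8 h, 902 ± 85.7 at 16 h, 913 ± 71.9 at 24 h, 1210 ± 194 at 48 h and 2067 ± 154 at 96 h. Taking 3 reads as the smallest amount the 0 h samples can show, these levels were at least 2.62-fold higher at 2 h, 30.2-fold higher at 4 h and 61.0-fold higher at 8 h. On log2(normalized count + 1), where the pseudocount sets the level at 0 h, the log2 fold change at 2 h was 3.57 (standard error 0.15, limma adjusted p = 1.1e-17, and 6.1e-19 with the replicate number as a block). After averaging the replicates within each set, the limma adjusted p was 8.3e-08. The added row for the transgene held no reads at 0 h. It held 618 ± 110 normalized counts (SD, n = 4) at 2 h, 510 ± 104 at 4 h and 504 ± 118 at 8 h. The transgene row then held 65.7 ± 14.2 at 16 h, 50.8 ± 29.9 at 24 h, 81.6 ± 15.2 at 48 h and 115 ± 49.8 at 96 h. It was 4183% ± 483 of the endogenous row at 2 h, 299% ± 59.5 at 4 h, 145% ± 26.8 at 8 h and 7.39% ± 1.97 at 16 h. The paper estimated the transgene from reads on the coding part and the untranslated region of the last exon, scaled by length, relative to the mean of the untranslated region at 96 h. Relative to the mean endogenous row at 96 h, the transgene row was at 29.9% at 2 h. That step needs reads per region, which are not in the gene-level values used here.

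**Figure D2:**
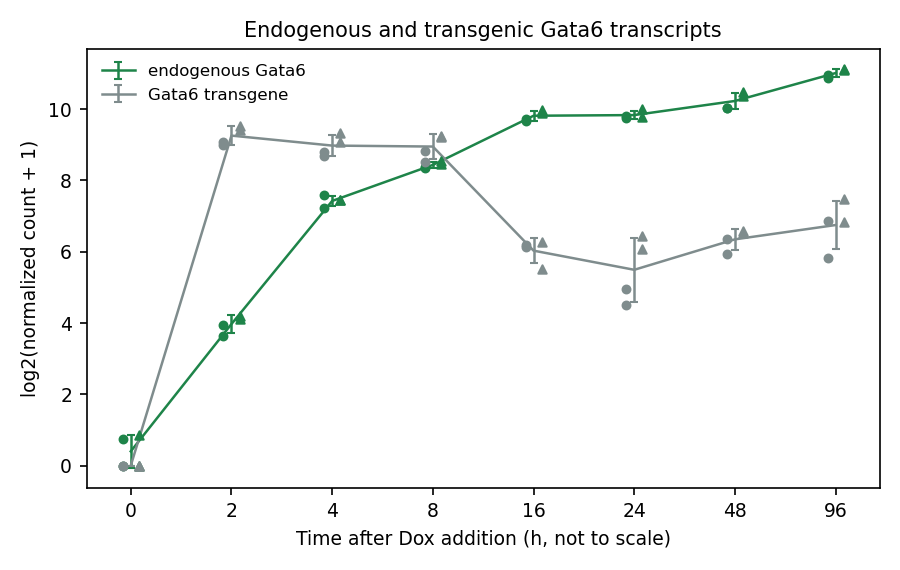
Endogenous Gata6 (green) and Gata6 transgene (grey) as log2(normalized count + 1) on the vertical axis against hours after Dox addition, evenly spaced, on the horizontal axis. Circles are replicates 1 and 2, triangles are replicates 3 and 4, lines join the means and bars are SDs (n = 4); the transgene row is above the endogenous row at 2, 4 and 8 h and below it from 16 h.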

We detected endogenous *Gata6* mRNA, as early as 2 h after addition of Dox, at levels comparable to those of the transgene (Fig. 2a) showing that GATA6 quickly autoregulates its own expression. Other known GATA6 targets such as *Gata4, Sox17, Hnf1b* and *Pdgfra*, showed increased transcript levels only by 4–8 h (Fig. 2a). 

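*Gata4* (ENSMUSG00000021944, chromosome 14, 63198922 to 63271692) had 26.0 ± 9.14 normalized counts (SD, n = 4) at 0 h and 30.3 ± 19.8 at 2 h, a log2 fold change of 0.03 (limma adjusted p = 0.95). At 4 h it had 48.8 ± 20.7 and a log2 fold change of 0.83 (standard error 0.30, limma adjusted p = 0.027, and 0.0013 with the replicate number as a block). The limma adjusted p was 0.21 after averaging the replicate sets, a fit that counts the difference between sets as spread. Every replicate at 4 h was above the same-numbered replicate at 0 h. At 8 h it had 337 ± 62.2 normalized counts, a log2 fold change of 3.68. *Sox17* (ENSMUSG00000025902, chromosome 1, 4490931 to 4497354) had at most 7 reads in any sample at 0 h and at most 4 at 2 h. Its log2 fold change was -0.77 at 2 h (limma adjusted p = 0.039, and 0.12 after averaging the replicate sets). It was 1.95 at 4 h (limma adjusted p = 3.4e-06, and 1.9e-07 with the block) and 5.71 at 8 h, when 289 ± 85.7 normalized counts were measured. *Pdgfra* (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) had 6.95 ± 0.962 normalized counts at 0 h, 20.46 ± 3.04 at 2 h, 259 ± 76.4 at 4 h and 2528 ± 313 at 8 h. Its log2 fold change at 2 h was 1.43 (standard error 0.14, limma adjusted p = 1.2e-09, 1.3e-09 with the block, and 0.00066 after averaging the replicate sets), below the 4-fold threshold. At 4 h and 8 h it was 4.99 and 8.31.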

To understand how GATA6 and its targets regulate the PrE program, we mapped their binding during the course of differentiation. We first identified genome wide GATA6 peaks at early (2, 4, 8 h), and late (48 h) stages and by comparing with ATAC data, saw that GATA6 binding could be divided into three peak-types of similar proportions: early binding at regions that were already accessible before GATA6 induction, early binding at regions that only become accessible after induction, and regions bound only at late stages (48 h). These three GATA6-bound peak-types showed an increase in accessibility following binding and were detected both at PrE-specific CREs (Fig. 2b, c), and genome wide (Supplementary Fig. 2a, b). As defined for ATAC, GATA6 peaks were classified as PrE CREs if the closest TSS found within 50 kb of the peak was a PrE-specific gene. Deposition of H3K4me3, a mark of active transcription, increased at promoter-proximal PrE-CREs (within 5 kb) (Fig. 2b, Supplementary Fig. 2c), while H3K27ac, a mark of active enhancers, was deposited at promoter-proximal and -distal PrE-CREs (Fig. 2b, c). Irrespective of the timing of GATA6 binding (early or late), H3K27ac deposition trailed the gain of accessibility (Fig. 2b–d, Supplementary Fig. 2a) by a few hours likely reflecting the time required to recruit histone acetylation complexes following GATA6 binding. Together, this shows that PrE CREs bound by GATA6 are marked for activation leading to transcription of PrE-specific genes. Surprisingly, most CREs activated by GATA6 binding did not show enrichment of repressive histone marks (H3K27me3 and H3K9me3) at 0 h, in undifferentiated ES cells (Figs. 2b, c, example of a CRE with H3K27me3 at 0 h is shown in Supplementary Fig. 2b). We propose that this may contribute to the fast activation seen during PrE lineage commitment upon GATA6 induction, as these regulatory elements would not require removal of heterochromatin marks for activation.

**Fig. 2:**
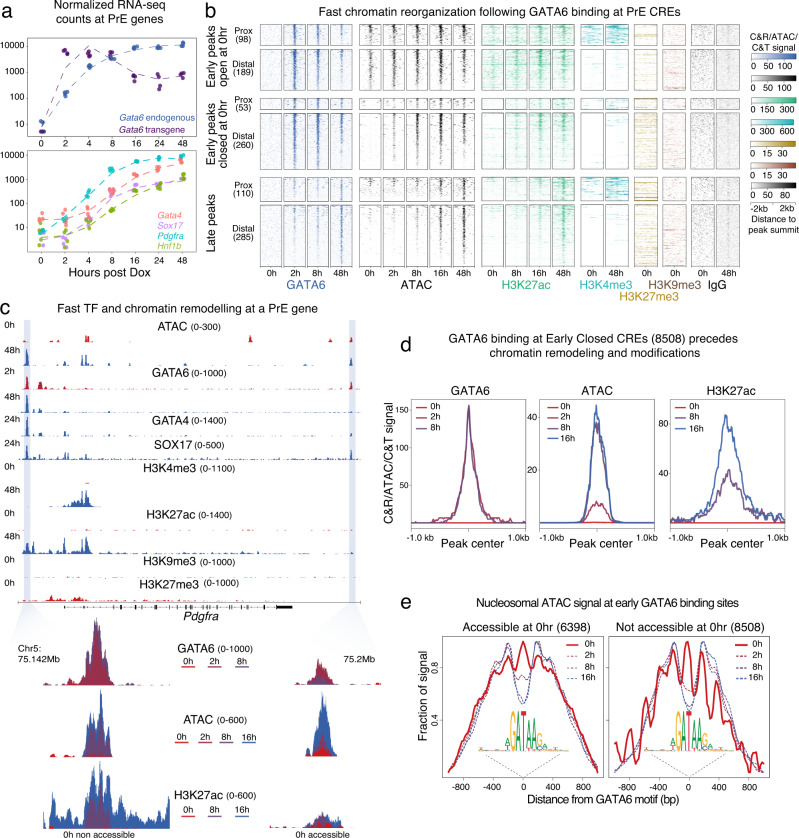
GATA6 binding at PrE-specific CREs precedes nucleosomal repositioning, changes in chromatin modifications and transcriptional activation of the PrE transcriptional program. **a** Normalized RNA-seq counts show a gradual increase in endogenous *Gata6* levels that followed Dox-induced expression of the *Gata6* transgene (top panel). Transgene and endogenous transcripts accumulated at similar levels. Gradual gain in transcript levels of key PrE TFs that are downstream targets of GATA6 is shown in the bottom panel highlighting transcript accumulation within 4 h of GATA6 expression. **b** GATA6 peaks associated with PrE genes identified by CUT&RUN were classified as proximal (within 5 kb of TSSs) or distal CREs and as late peaks (bound by GATA6 only at 48 h) and early peaks (bound by GATA6 by 8 h). Based on ATAC-seq signal, early peaks were further categorized into Closed at 0 h or Open at 0 h. Heatmap compares differentiation-induced changes at the different peak categories in GATA6 binding, corresponding ATAC-seq signal, as well as histone marks associated with active (H3K27ac, H3K4me3) and repressive (H3K9me3, H3K27me3) chromatin. **c** Browser view of the *Pdgfra* locus. Highlighted regions depict changes in accessibility, binding by PrE TFs (GATA6, GATA4, SOX17), and changes in active and repressive histone marks. Two *Pdgfra*-putative CREs are shown, one accessible and one closed at 0 h. **d** Median profile plots of normalized GATA6, ATAC, and H3K27ac signals at early GATA6 peaks closed at 0 h shows that GATA6 binding preceded increases in accessibility and H3K27ac. **e** Nucleosomal fraction of ATAC-seq signal as determined by ATACseqQC at the indicated timepoints over GATA6 motifs in two types of GATA6 early peaks: accessible before the onset of differentiation (left panel), and accessible only after GATA6 binding (right panel). In both peak types nucleosomal positioning over GATA6 motifs dropped quickly following GATA6 induction with stronger decrease at sites that were not accessible at 0 h. Source data are provided as a Source Data file.

While Dox induction led to immediate GATA6 binding to several CREs, others were bound only at 48 h (Fig. 2b, Supplementary Fig. 2a, cluster 3). To understand whether the number of GATA6 motifs within its target CREs could explain how GATA6 differentiates between its early and late target sites, we compared GATA6 motif density within these two types of CREs. Early GATA6 peaks had higher motif density per peak compared to late peaks (Supplementary Fig. 2a), which suggests that late peaks might require additional factors expressed later during differentiation to gain complete chromatin accessibility. Therefore, we assessed binding of GATA4 and SOX17 at late-differentiation stages. As expected, there was a large overlap in binding targets for the three PrE TFs that was more prominent at the GATA6 sites bound only at 48 h (Supplementary Fig. 2e). In addition, we used HOMER motif enrichment at late GATA6 peaks by comparing with GATA6 early binding sites. The motif recognized by HNF1B, a TF shown to be important for visceral endoderm specification^40^, was the most enriched motif (Supplementary Fig. 2e). Notably, ATAC-seq footprint protection–a measure of the likelihood of TF binding–showed mild protection of HNF1B motifs at 24 h, which increased by 48 h, coinciding with GATA6 binding at its late target sites (Supplementary Fig. 2f). This suggests that binding of HNF1B may aid GATA6 binding at late sites, along with GATA4 and SOX17. Notably, because of how these comparative analyses were performed, the GATA6 binding motif was not identified as enriched along with HNF1B, since GATA6 itself is bound at both early and late target sites.

We then asked whether GATA6, like other GATA-family members^41,42^, functions as a pioneer TF capable of accessing its motifs even if occluded by nucleosomes. To answer this, we plotted ATAC-seq data representing nucleosomal occupancy by including fragments with length longer than a nucleosome (>150 bp). This filtered ATAC-seq signal was centered on the 6 bp GATA6 motif and plotted across early GATA6 peaks already accessible in uninduced cells (Fig. 2e, left panel), and early GATA6 peaks inaccessible in uninduced cells (Fig. 2e, right panel). In both instances, GATA6 motifs showed high nucleosomal occupancy in uninduced cells, which were quickly repositioned as early as 2 h post induction. This supports a role for GATA6 as a pioneer TF in activating the PrE gene regulatory network. As GATA6 affects nucleosome occupancy within 2 h of induction in vitro, it is likely that GATA6-expressing ICM cells, will have most of their PrE CREs already bound by GATA6, poising them for rapid differentiation towards the PrE fate. Moreover, GATA6 downstream transcription factors like GATA4 and SOX17, or other known chromatin remodelers only become upregulated by 4–8 h. This further supports a direct role of GATA6 in remodeling chromatin without indirect contribution from additional PrE-specific factors induced in response to the transgene expression. 

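The paper does not name these chromatin remodelers, so a fixed list of 30 genes was used. It held *Atrx* beside genes of the SWI/SNF, ISWI, CHD and INO80 families, and all 30 passed the filter on low counts. At 2 h, 0 of them were higher than at 0 h by 4-fold or more at FDR < 0.1, with and without the replicate number as a block. At FDR < 0.1 without a fold-change cutoff, 13 of the 30 were higher and 4 lower at 2 h, and the counts were the same with adjustment over the list alone. The same 13 is the number higher at an unadjusted p below 0.05. The largest log2 fold change at 2 h was 1.06, for *Atrx*, and the lowest was -1.04, for *Smarcd3*; these genes were chosen after their values were seen. The number past the threshold upward was 0 at 4 h and 0 at 8 h, when 12 genes were higher at FDR < 0.1 at each, and 5 and 3 were lower. It was 1 at 16 h (*Chd5*, log2 fold change 2.02), 0 at 24 h, and 2 at both 48 h and 96 h (*Smarca1* and *Smarca2*). At 48 h, 9 genes were higher and 16 lower at FDR < 0.1. The lowest log2 fold change was that of *Smarcd3* at 4, 8, 16, 24 and 48 h, with -1.96, -2.88, -3.96, -5.13 and -3.11.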

In fact, GATA6 can independently control chromatin accessibility also during definitive endoderm differentiation, further providing evidence for its pioneering ability^43^. In addition, we performed a comparative analysis similar to what we describe for HNF1B and found that as compared to 48h-specific GATA6 targets, the early GATA6-bound sites were enriched for motifs of the essential pluripotency factor NR5A2 (Supplementary Fig. 2e), known to control binding of NANOG/OCT4 and SOX2^44,45^. This points towards a potential contribution of GATA6 in repurposing pluripotency TFs for activation of the PrE program.

### Transient GATA6 binding precedes inactivation of Epi CREs

In addition to activating the PrE transcriptional network, establishment of the PrE lineage requires repression of the alternative Epi fate. At the transcript level, the core Epi TFs, *Nanog* and *Sox2* were silenced progressively as induction of a PrE-like fate proceeded (Fig. 3a). 

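*Nanog* (ENSMUSG00000012396) lies on chromosome 6 from 122707489 to 122714633, and *Sox2* (ENSMUSG00000074637) on chromosome 3 from 34650405 to 34652461. *Nanog* had 5875 ± 1219 normalized counts (SD, n = 4) at 0 h, 3284 ± 88.8 at 2 h, 1820 ± 53.8 at 4 h, 473 ± 99.1 at 8 h, 261 ± 23.4 at 16 h and 164 ± 55.7 at 24 h. The log2 fold change of *Nanog* was -0.82 at 2 h (standard error 0.22, limma adjusted p = 0.0044, and 0.0032 with the replicate number as a block) but did not pass the FDR threshold at 2 h after averaging the replicate sets (limma adjusted p = 0.13). At 8 h it was -3.63 (limma adjusted p = 4.0e-14, and 2.1e-05 after averaging the sets). *Sox2* had 1922 ± 293 normalized counts at 0 h and 1785 ± 17.5 at 2 h, a log2 fold change of -0.09 (limma adjusted p = 0.76). It had 1025 ± 106 at 4 h, 351 ± 43.8 at 8 h, 315 ± 44.9 at 16 h and 198 ± 48.7 at 24 h. Its log2 fold change was -0.90 at 4 h (limma adjusted p = 0.00075, 5.7e-06 with the block, and 0.051 after averaging the sets) and -2.45 at 8 h. At 96 h both genes were near 60 normalized counts, *Nanog* at 60.1 ± 19.9 and *Sox2* at 60.2 ± 14.0.

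**Figure D3:**
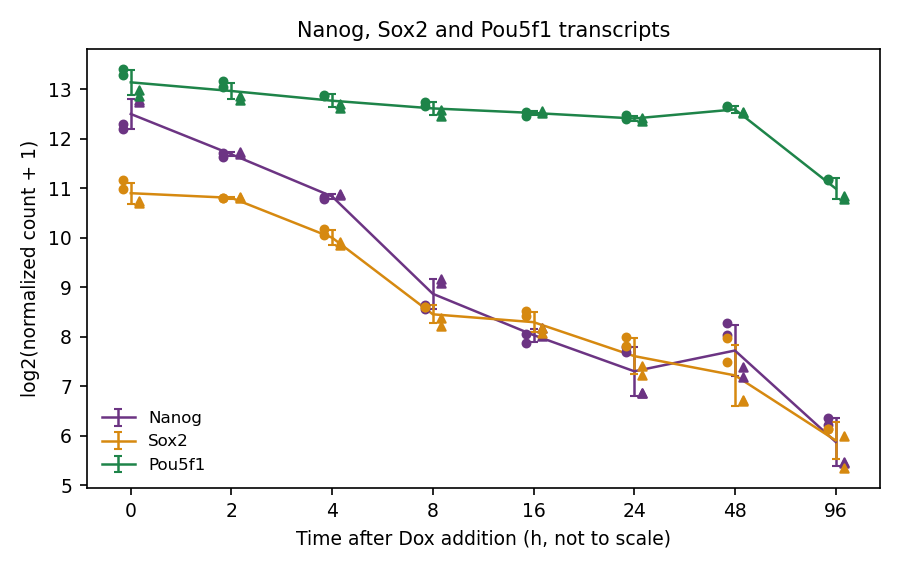
Nanog (purple), Sox2 (orange) and Pou5f1 (green) as log2(normalized count + 1) on the vertical axis against hours after Dox addition, evenly spaced, on the horizontal axis. Circles are replicates 1 and 2, triangles are replicates 3 and 4, lines join the means and bars are SDs (n = 4); the log2 fold changes of Nanog and Sox2 at 8 h were -3.63 and -2.45.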

As shown previously^46^, levels of the pluripotency factor OCT4 remained stable (*Pou5f1*, green). 

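*Pou5f1* (ENSMUSG00000024406) lies on chromosome 17 from 35506018 to 35510772. It had 9104 ± 1585 normalized counts (SD, n = 4) at 0 h, 6264 ± 532 at 8 h, 5428 ± 184 at 24 h and 6166 ± 293 at 48 h. The change at 2 h was -0.18 on the log2 scale (limma adjusted p = 0.18, and 0.039 with the replicate number as a block). At 48 h it was -0.55 (standard error 0.10, limma adjusted p = 2.1e-05, 3.9e-08 with the block, and 0.011 after averaging the replicate sets), or 67.7% of the level at 0 h. Between 2 and 48 h no change reached 4-fold. At 96 h, 22.5% of the level at 0 h remained, a log2 fold change of -2.14.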

Since the protein levels of NANOG, the Epi-determining TF, were completely depleted by 12 h (Supplementary Fig. 3a), we investigated how its genome-wide distribution changed during GATA6 induction only at early time points (0 to 8 h). As NANOG and SOX2 are known to bind and regulate self-renewal and pluripotency genes in ES cells^23^, we also investigated how SOX2 genome-wide distribution changed during GATA6-induction.

**Fig. 3:**
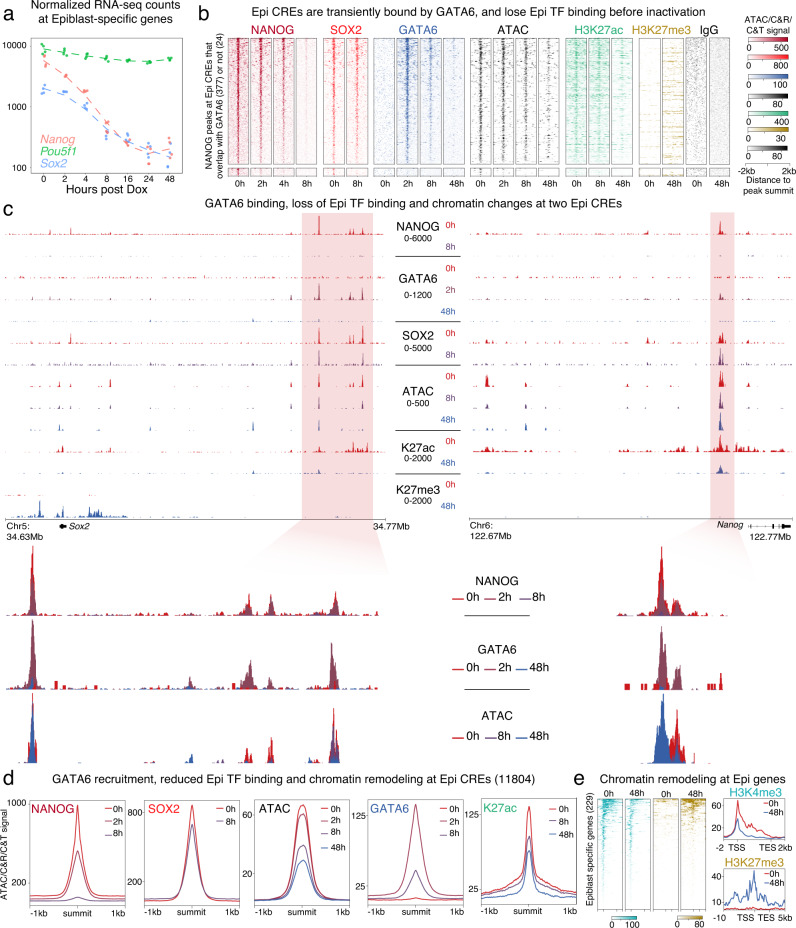
Inactivation of Epi CREs is preceded by transient GATA6 binding. **a** Changes in normalized RNA-seq counts of three Epi genes during differentiation. As in blastocysts, *Nanog* mRNA levels decreased faster than *Sox2*, while *Pou5f1* was less affected **b** Heatmap shows gradual loss of NANOG and SOX2 at Epi CREs, concomitant with the transient binding of GATA6 at these loci, and progressive loss of ATAC signal and H3K27ac. A few CREs displayed increase in H3K27me3. **c** Browser view showing changes of NANOG, SOX2, and GATA6 binding, along with changes in ATAC signal, H3K4me3 and H3K27me3 at the *Nanog* and *Sox2* loci. While *Nanog* was silenced independently of H3K27me3, *Sox2* accumulated this mark over its gene bodies and surrounding regions. **d** Median profile plots depicting quick loss of NANOG and SOX2 with simultaneous GATA6 recruitment, and consequently a decrease in ATAC signal and H3K27ac. **e** Change in H3K4me3 and H3K27me3 surrounding Epi TSSs at 0 and 48 h. Some Epi genes accumulated H3K27me3 during differentiation.

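The log2 ratio of *Nanog* to *Sox2* normalized counts fell from 1.6 ± 0.50 (SD, n = 4) at 0 h to 0.88 ± 0.03 at 2 h, 0.83 ± 0.19 at 4 h, 0.41 ± 0.48 at 8 h, -0.26 ± 0.30 at 16 h and -0.31 ± 0.21 at 24 h, and was 0.50 ± 0.32 at 48 h. Every one of these time points lay below 0 h in all samples (exact permutation test, p = 0.029, adjusted 0.0331). The change at 2 h was -0.72 over all samples, -0.30 within replicates 1 and 2 and -1.15 within replicates 3 and 4. At 24 h it was -1.91, with -1.34 and -2.48 within the sets. With each sample left out in turn, the change at 2 h stayed between -0.88 and -0.58. The sign-flip test on same-numbered pairs gave its smallest possible p, 0.125, at each time point.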

At NANOG-bound regions, genome-wide and specifically at Epi CREs, we also detected strong SOX2 binding (Fig. 3b, c, Supplementary Fig. 3b). Strikingly, most of these sites were occupied by GATA6 starting as early as 2 h post Dox induction (Fig. 3b, top cluster, 377 peaks) and very few NANOG-SOX2 peaks were not bound by GATA6 (Fig. 3b, bottom cluster, 24 peaks). In line with its role in repression of *Nanog* and other Epi genes, GATA6 was previously shown to bind near the promoter of some pluripotency genes^35^. By profiling the time points immediately following GATA6 induction, we show here that GATA6 binding at Epi CREs is much more extensive than previously described and may impact the Epi program more profoundly. Contrary to PrE CREs, where GATA6 was bound throughout differentiation, Epi CREs and other NANOG-bound sites accumulated GATA6 transiently and only until 8 h (Fig. 3b–d-fourth panel). Concomitant with transient GATA6 binding, NANOG diminished progressively from 2 h onwards (Fig. 3b, d, first panel). SOX2 binding at Epi CREs diminished only slightly (Fig. 3b, d, second panel), likely because of its depletion at the protein level occurring only beyond 8 h (Supplementary Fig. 3a). NANOG was completely displaced from its target sites by 8 h, which coincided with the progressive loss of chromatin accessibility (Fig. 3b, black; Fig. 3d, third panel, Supplementary Fig. 3b) and reduction in H3K27ac levels (Fig. 3b, green; Fig. 3d, fifth panel, Supplementary Fig. 3b). A loss of H3K4me3 was seen at the promoters of Epi genes (Fig. 3e, blue) with a gain of H3K27me3 at some, but not all Epi promoters (Fig. 3e, yellow). In contrast to activation of PrE CREs, where nucleosome repositioning preceded CRE activation, nucleosome occupancy at NANOG motifs within its target CREs, remained unchanged despite the reduction in accessibility and H3K27ac levels (Supplementary Fig. 3c).

Because GATA6 binding precedes the chromatin landscape changes occurring at NANOG-bound CREs, we speculate that GATA6 induces eviction of the Epi TFs, either directly or indirectly, to achieve repression of the Epi transcriptional network. Transient recruitment of GATA6 was seen at both *Sox2* and *Nanog* CREs (Fig. 3c)^47,48^. These CREs showed a loss of NANOG-SOX2 binding, followed by reduction in chromatin accessibility, which trailed GATA6 binding at 2 h. Interestingly, *Sox2* accumulated H3K27me3, while *Nanog* only showed a decrease in H3K27ac with no accumulation of H3K27me3 (Fig. 3c). Since *Nanog* levels decreased faster than *Sox2* during PrE induction (Supplementary Fig. 3a), we propose that the repressive mechanisms employed by GATA6 at the two genes may reflect the difference in rate of transcriptional silencing. We did not characterize GATA4 and SOX17 binding at Epi CREs shortly after induction as these GATA6 targets are not yet expressed at the very early time points at which GATA6 transiently binds Epi CREs. Interestingly, GATA4 and SOX17 were not found at Epi CREs during later time-points of GATA6-induction (Supplementary Fig. 3f) suggesting that these factors aid GATA6 exclusively in activating the PrE program.

We wanted to further understand if GATA6 induces silencing of the Epi program by direct or indirect binding. Since NANOG- and SOX2-bound regions are highly accessible (Fig. 3b, Supplementary Fig. 3b), it is possible that GATA6 is attracted to these sites simply because of their high accessibility. Additionally, if the detected GATA6 peaks at NANOG-bound regions contained the GATA6 recognition motif, it would argue that GATA6 binding could be direct. Indeed, we found GATA6 motifs within CREs that were commonly bound by both NANOG and GATA6 at 2 h suggesting that inactivation of these regions is likely mediated by direct GATA6 recruitment (Supplementary Fig. 3d). Although Epi CREs contained motifs for both GATA6 and SOX2, they do not overlap frequently. To then address why NANOG-bound CREs recruited GATA6 less stably than PrE CREs, we compared the density of GATA6 binding motifs within the two types of GATA6 targets. Regions bound by NANOG and GATA6 contained lower density of GATA6 motifs as compared to GATA6 peaks not overlapping with NANOG at 0 h (Supplementary Fig. 3d, boxplot). These peaks, which we consider to be non-PrE GATA6 targets, also contained GATA6 motifs of weaker strength as measured by sequence similarity to the canonical GATA6 motif (Supplementary Fig. 3d, violin-plot). Analysis of CUT&RUN cut-site probability at GATA6 motifs located both in NANOG 0 h overlapping (Epi specific) and non-overlapping (PrE-specific) peaks provided further support that GATA6 does indeed occupy its motifs directly at both peak types (Supplementary Fig. 3e). The difference in GATA6 motif strength and density may explain why GATA6 binds Epi CREs only transiently while it binds PrE CREs more stably. It is also likely that GATA6 binding at Epi CREs is facilitated by NANOG occupying these regions and maintaining a highly accessible state. In line with this, GATA6 binding is reduced at 8 h, when NANOG levels decrease, together with lower accessibility.

### Evicted NANOG and SOX2 transiently bind GATA6-bound PrE CREs

Despite being displaced from Epi CREs, NANOG and SOX2 protein levels remained stable for at least 4 h post Dox treatment (Supplementary Fig. 3a). Unexpectedly, we detected a transient doubling in the total number of NANOG and SOX2 peaks at 2 h compared to 0 h, which decreased back to initial numbers by 4 h (total peaks identified for NANOG: 0h-19995, 2h-41877, 4h-23519) (Supplementary Data 1). Since NANOG/SOX2-bound CREs were capable of recruiting GATA6, we wondered if the NANOG/SOX2 peaks gained at 2 h were associated with GATA6-bound CREs. Strikingly, a large number of 2h-specific NANOG peaks appeared at GATA6-bound CREs made accessible after GATA6 binding at 2 h (Fig. 4a, blue cluster). Interestingly, while peaks that were bound by NANOG before GATA6 induction began, progressively lost NANOG (Fig. 4a, red cluster), sites made accessible by GATA6 (blue cluster) showed increased NANOG binding (Fig. 4b–d). Importantly, GATA6-bound PrE CREs also accumulated NANOG and SOX2 (Supplementary Fig. 4a). These observations suggest that NANOG and SOX2 evicted from Epi sites were redirected to GATA6-bound CREs. To validate this observation with a different technique, we performed chromatin immunoprecipitation coupled with sequencing (ChIP-seq) for FLAG (to map GATA6 binding) and NANOG at 0 and 2 h. In agreement, with our observations from CUT&RUN, the transient increase in NANOG binding at GATA6-bound CREs, specifically at 2 h, was also evident by ChIP-seq (Supplementary Fig. 4b).

**Fig. 4:**
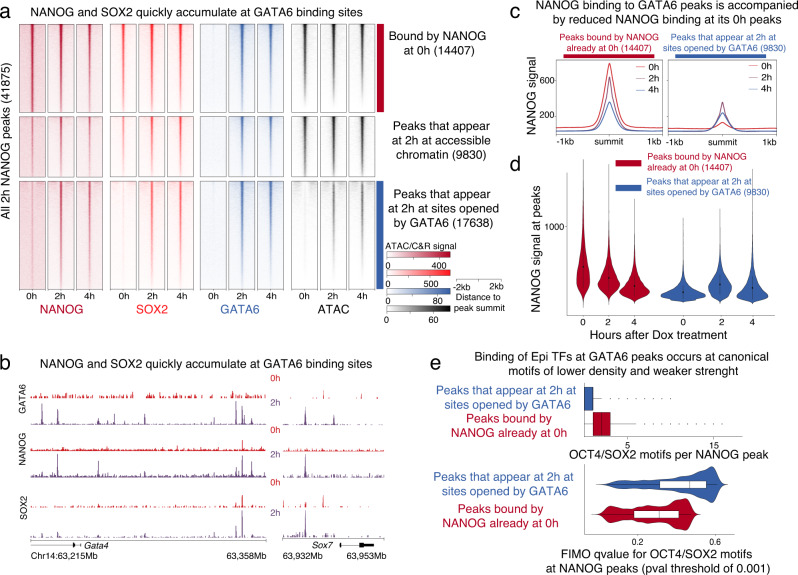
Evicted pluripotency factors transiently occupy GATA6-bound PrE regions. **a** Heatmap showing NANOG, SOX2, and GATA6 binding, together with ATAC signal at regions of the genome bound by NANOG at 2 h. These NANOG peaks were divided in three types: occupied already at 0 h (cluster 1-red), bound de novo by NANOG at 2 h and accessible at 0 h (cluster 2), and bound de novo by NANOG at sites closed at 0 h (cluster 3 -blue). **b** Representative browser view showing the de novo recruitment of NANOG and SOX2 at 2 h at GATA6 peaks found at putative CREs controlling PrE genes GATA4 and SOX7. **c** Median profile plots showing a reduction in NANOG binding at NANOG 0 h peaks (left panel, cluster 1 from A) with a simultaneous increase in NANOG binding at peaks opened by GATA6 binding (right panel, cluster 3 from A). **d** NANOG CUT&RUN signal from 0, 2, and 4 h post Dox induction plotted at peaks comprising clusters 1 and 3 in 4a. The violin plot shows a decrease of read density at cluster 1 peaks with a simultaneous increase at cluster 3 peaks. **e** Peak per motif density and strength of OCT4-SOX2 binding motifs within NANOG peaks that appear at 2 h (blue) compared to NANOG peaks defined at 0 h (red). Motif strength is represented by the *q*-value of the FIMO analysis comparing the motif found at peaks to the consensus sequence. Boxplots show minimum, maximum, median, first, and third quartiles. Source data are provided as a Source Data file.

We next considered the possibility that NANOG and SOX2 were redirected to GATA6-bound regions at 2 h because these sites contain recognition motifs for the pluripotency factors. To address this, we focused on GATA6 target sites to look for enrichment of the murine OCT4/SOX2 consensus motif, which is better defined than the NANOG motif. We found that GATA6 peaks indeed contained the OCT4/SOX2 motif, although at lower density (Fig. 4e, boxplot) and of weaker motif strength (Fig. 4e, violin-plot) than the motifs within pluripotency CREs (peaks bound by NANOG-SOX2 at 0 h). The presence of binding motifs for Epi TFs, within GATA6-bound CREs, suggests that the PrE transcriptional network can be directly regulated by pluripotency TFs. Together with Fig. 3, these data suggest that GATA6 and NANOG may regulate common CREs which could allow them to control lineage specification into either the PrE or Epi in blastocysts.

### GATA6 and NANOG co-occupy Epi and PrE CREs also in vivo

Although our CUT&RUN data indicates that GATA6 and NANOG co-localize at EPI and PrE CREs, this assay is not able to distinguish if GATA6 and NANOG co-bind the same nucleosomes. To determine if GATA6 and NANOG indeed co-bound on the same CREs we performed sequential ChIP (reChIP). We first immunoprecipitated chromatin at 0 h and 2 h with a FLAG antibody to identify GATA6-bound CREs. Then, we reprecipitated the eluted FLAG-bound chromatin with a NANOG antibody. We plotted the signal from the GATA6-FLAG ChIP, and NANOG reChIP, at the subset of Epi and PrE CREs, which we defined in Fig. 1d and that showed progressive loss and gain in accessibility, respectively. In line with Figs. 2 and 3, FLAG-signal was enriched at both Epi and PrE CREs suggesting they are bound by GATA6. Even though NANOG binds Epi CREs at high frequency in undifferentiated cells, we did not obtain any specific enrichment of NANOG reChIP signal at 0 h. Since GATA6 expression and binding is absent at this time point this indicates that we did not have carryover of nonspecific IP material in our reChIP. In contrast, at 2 h we saw a strong enrichment of NANOG reChIP signal at GATA6 bound Epi and PrE CREs, supporting that the two TFs bound together at these sites (Fig. 5a). An example of co-binding is evident at CREs proximal to *Pdgfra* (PrE gene, Fig. 5b, left panel) and *Klf4* (Epi gene, Fig. 5b, right panel), as well as at GATA6-bound locations genome-wide (Supplementary Fig. 5a).

**Fig. 5:**
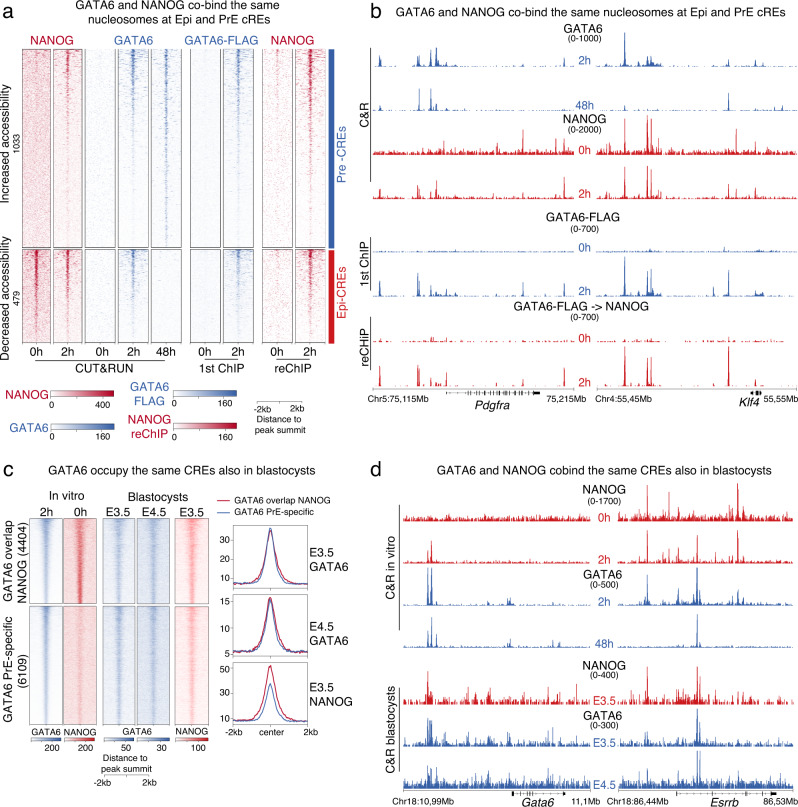
GATA6 and NANOG co-bind at Epi and PrE CREs in vitro and in vivo. **a** Heatmap showing enrichment of NANOG reChIP signal at FLAG-bound Epi and PrE CREs that lose and gain accessibility during PrE differentiation. **b** Representative browser view showing that at 2 h NANOG and GATA6 co-bind at CREs proximal to the *Pdgfra* and *Klf4* genes. GATA6 and NANOG CUT&RUN signals are included to compare with signal from reChIP. **c** Extensive co-binding of GATA6 and NANOG to Epi-CREs also occurs in blastocysts. Heatmap and median profile plot comparing GATA6 and NANOG CUT&RUN patterns in blastocysts, to in vitro GATA6 and NANOG binding at 0 h and 2 h of GATA6-driven differentiation. **d** Example of GATA6 binding both at Epi (*Esrrb*) and PrE loci (*Gata6*) in blastocysts. Source data are provided as a Source Data file.

We then asked if NANOG and GATA6 bound the same Epi and PrE CREs in unspecified ICM cells in vivo. We used CUT&RUN to profile NANOG and GATA6 binding in early (E3.25-3.5) blastocysts (staged as in Supplementary Fig. 5b), a stage when the two TFs are co-expressed. Because specification of the PrE and Epi fates is a rapid process, not occurring at the same time and pace in all ICM cells, we suspected that in blastocysts, NANOG and GATA6 binding at their target sites could be very transient. To robustly recover NANOG and GATA6 targets in blastocysts, we modified the CUT&RUN protocol to include light chromatin fixation. Additionally, instead of bead-assisted binding, we adapted methodology used for immunofluorescence in blastocysts^4,49^, which involves manual handling of embryos under the microscope at each step of the protocol and between washes. Our modified protocol prevented loss of biological material, preserved antibody recognition and physical attributes of the embryo (Supplementary Fig. 5b), and significantly improved our ability to recover high quality genome-wide TF binding data. CUT&RUN data obtained in vivo was plotted at regions bound by NANOG at 0 h in vitro, where GATA6 transiently bound at 2 hrs (Fig. 5c, top cluster) and regions bound by GATA6 as early as two hours but not occupied by NANOG in undifferentiated cells (Fig. 5c, bottom cluster). The top cluster includes Epi CREs while the bottom cluster represents PrE CREs. In early blastocysts, both NANOG and GATA6 binding was detected at regions bound by NANOG at 0 h in vitro (Fig. 5c, top cluster). Interestingly, both TFs were also found bound at GATA6-specific peaks (Fig. 5c, bottom cluster). Importantly, both GATA6 peak types exhibited similar GATA6 binding signal intensity (Fig. 5c, top right plot). Expectedly, NANOG was more enriched at GATA6-NANOG shared peaks, as compared to GATA6-specific PrE peaks (Fig. 5b, bottom right plot). A good example of GATA6 and NANOG binding the same CREs is evident at both the *Gata6* and *Esrrb* loci (Fig. 5d). These data support the idea that GATA6 can occupy the same targets as NANOG in developing embryos. We also found GATA6 binding in late blastocysts, isolated at E4.5, when PrE fate determination is completed. Surprisingly, like in early blastocysts, late-blastocysts exhibited comparable preference of GATA6 binding at NANOG-GATA6 shared sites, as well as GATA6-specific PrE-sites (Fig. 5c), which suggests that even in late blastocysts, GATA6 continues to bind Epi CREs in PrE committed cells, where its occupancy may serve to repress these elements. Together, our assays demonstrate that the binding of NANOG and GATA6 to both Epi and PrE CREs occurs in vitro and in blastocysts. This extensive shared binding at CREs controlling the Epi and PrE transcriptional networks may facilitate rapid bifurcation of precursor cells into divergent lineages.

### Extensive rewiring of enhancer contacts upon GATA6 induction

As PrE induction is associated with TF binding redistribution and changes in chromatin landscape, we next investigated if these changes affected global three-dimensional (3D) genome organization. Chromatin conformation assays have shown that large chromosomal domains, several megabases in length, can reside in either the active (A) or repressive (B) nuclear compartments depending on their transcriptional state and the histone modifications they harbor^50^. Because PrE induction was associated with changes in H3K27ac across the genome (Figs. 2b and  3b), we first used Hi-C to profile 3D-genome organization of uninduced (0 h) and PrE-like (48 h) cells. Despite changes in chromatin landscape, genome organization at the compartment level was markedly similar in undifferentiated and differentiated cells. PC1 eigenvalue scores from a PCA allowed identification of A and B compartment composition at 250 kb bins. As an example, organization of compartments on chromosome 1 is depicted in Fig. 6a, which shows how it remained largely unchanged even after 48 h of GATA6 expression. Just 1.4 percent of the entire genome showed differences in compartmentalization upon PrE-like differentiation (Fig. 6b, bottom cluster). These genomic regions showed changes in H3K27ac levels and included PrE-specific genes like *Sox17*, *Fgfr2* and *Lrp2* which gained H3K27ac and were reorganized from inactive to active compartment. On the other hand, Epi genes such as *Lef1*, *Chd9*, and *Kat2b* lost H3K27ac and moved from the A to B compartment. Interestingly, genes such as *Nanog, Sox2, Gata6* and *Gata4*, that showed dramatic changes in transcript levels, did not change compartments.

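At 48 h against 0 h, the log2 fold change was -4.78 for *Nanog* (standard error 0.22) and -3.68 for *Sox2* (standard error 0.21), from limma with adjusted p = 8.6e-18 and 6.4e-16. The 48 h samples held 220 ± 77.9 normalized counts of *Nanog* and 159 ± 70.5 of *Sox2* (SD, n = 4). *Gata4* rose to 5738 ± 861, a log2 fold change of 7.77 (limma adjusted p = 1.1e-19). Endogenous *Gata6* was at least 213.6-fold higher at 48 h than the smallest amount the uninduced samples can show, taken as 3 reads. Its separate log2 fold change on log2(normalized count + 1) was 9.83 (limma adjusted p = 1.2e-29), a value set in part by the pseudocount, since no sample at 0 h had more than 1 read. With the replicate number as a block, the limma adjusted p values were 8.7e-18 for *Nanog*, 1.3e-19 for *Sox2*, 1.7e-23 for *Gata4* and 1.8e-30 for *Gata6*. After averaging the replicate sets, they lay between 4.0e-12 for *Gata6* and 8.9e-07 for *Sox2*.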

**Fig. 6:**
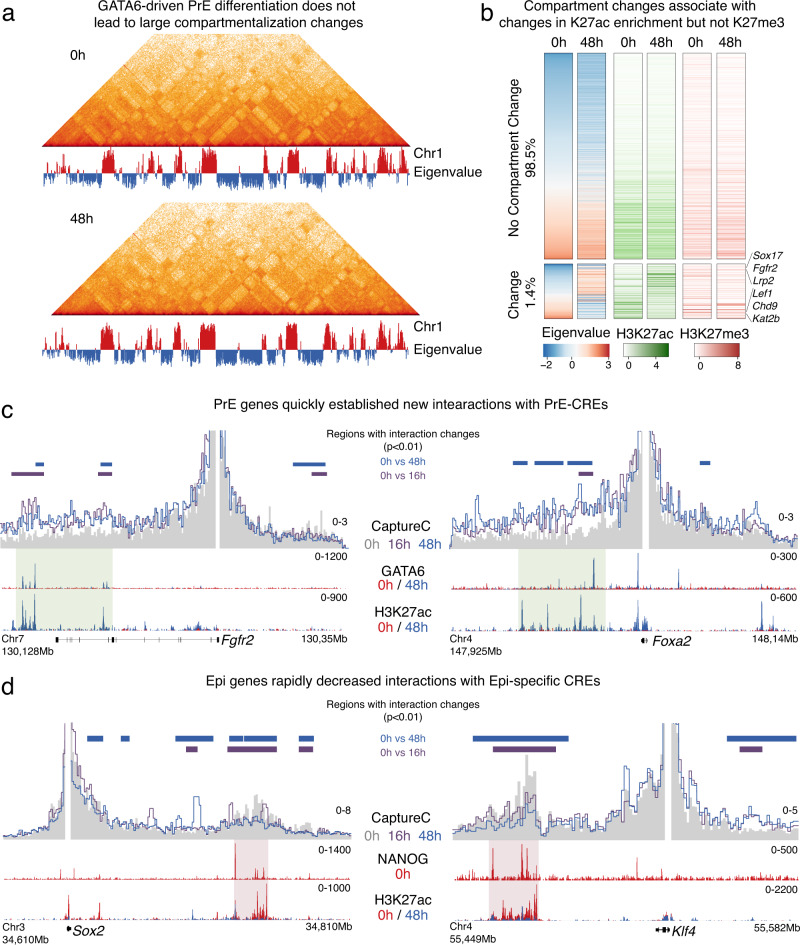
GATA6-induced chromatin changes were followed by fast rewiring of interactions between Epi and PrE-specific genes with their CREs. **a** Intra-chromosomal interactions over chromosome 1 detected by Hi-C and first principal component eigenvalue show that nuclear compartments composition was mostly unchanged during differentiation. **b** Heatmap showing eigenvalues of first principal component of Hi-C performed at 0 and 48 h. Less than 2% of all 250kb-bins changed their compartment during PrE differentiation (bottom cluster). Most 250 kb-bins did not change compartment (top cluster). Clusters are not represented to scale. Changes in compartments were associated with changes in H3K27ac but no changes were observed for H3K27me3 levels. Bins that changed from compartment B to A gained K27ac signal and bins that changed from B to A, lost this histone modification. Bins were sorted based on eigenvalue at 0 h. Examples of Epi and PrE-specific genes whose compartment localization changed during differentiation are shown. **c**, **d** In contrast to stable compartment status, interactions between gene promoters and their putative CREs were quickly remodeled within 16 h of GATA6 expression. PrE genes shown in c, quickly increased interactions with sites bound by GATA6 that gained H3K27ac during differentiation. Epi genes in contrast, reduced interactions with CRES that were occupied by NANOG at 0 h and that lost H3K27ac following GATA6 expression. Capture-C data is shown as the average signal of two replicates using bins of 1 kb. Green shaded area represents putative CREs showing increased interactions with PrE-specific genes while red shaded areas highlight Epi-CREs that lose interactions with putative Epi-specific genes. *P* values were calculated using the Wald test in DESeq2 and comparing Capture-C signal of 2 replicates over overlapping 5 kb windows across the regions shown in this figure. Comparisons were done between 0 h and either 16 h or 48 h. Adjusted *p* values using the FDR/Benjamini-Hochberg option in DE-Seq2 that were lower than 0.01 were considered as significant. Horizontal bars represent windows considered as statistically significantly different for these comparisons.

Besides large-scale chromatin reorganization, gene transcription can impact and be impacted by local interaction changes involving proximal and distal regulatory elements. TFs have been shown to influence genome topology to drive differentiation-associated expression changes^51–54^. While some reports have shown that remodeling of genome topology can be linked to transcriptional changes^55–59^, contrasting studies at developmentally regulated genes^60–64^ have shown that transcriptional changes can occur independently of chromatin structure reorganization. These opposing results suggest that the contribution of 3D-genome interactions is locus and context specific. Since PrE specification involves rapid chromatin remodeling, we wondered if this short time frame was sufficient to alter genome topology at key PrE and Epi genes. 

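For the genes whose promoters were captured, expression at 48 h was compared with 0 h. Of 22 such genes, 18 passed the threshold of FDR < 0.1 and 4-fold change in the direction of their class, with and without the replicate number as a block. All 11 PrE genes passed it, and by the size of their rise they ranked between 8 (*Col4a1*, log2 fold change 10.18) and 67 (*Fgf3*, 4.74) among the 572 PrE genes tested. In the whole PrE list, 204 genes passed it. Of the 11 Epi genes, 7 passed it. The strongest falls were those of *Prdm14* (-5.37), *Cobl* (-5.29) and *Morc1* (-5.01), and 8 of the 11 were on the Epi list, with ranks between 3 and 174 of the tested Epi genes. In the whole Epi list, 76 genes passed it. The genes that did not were *Dppa4* (-0.55), *Klf4* (-0.97), *Pou5f1* and *Dppa2*, the last of which was higher by 0.18 (limma adjusted p = 0.021). The call for *Dppa2* at FDR < 0.1 was lost after averaging the replicate sets (limma adjusted p = 0.18).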

To address this, we performed Capture-C to assess changes in interactions between CREs controlling Epi and PrE genes that showed the highest transcriptional changes between uninduced (0 h) and PrE-like cells (48 h). At all PrE-specific genes tested, with the exception of *Fgf3*, we detected a gain in interaction between the promoter and putative CREs marked by gain of H3K27ac (Fig. 6c, Supplementary Fig. 6) within 16 h of GATA6 expression. Contrarily, most Epi-genes assayed (except for *Morc1*, *Pou5f1*, and *Fgf4*), were associated with a reduction of interactions with their CREs, which lost H3K27ac during PrE induction (Fig. 6d, Supplementary Fig. 7). Interestingly, we could not identify distal lineage-specific CREs for any of the four genes without changes (*Fgf3*, *Fgf4*, *Morc1*, *Pou5f1*) in interactions during GATA6 induction. As these genes are likely regulated only by proximal CREs, this might explain the stability of 3D interactions upon GATA6 induction. 

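*Cdx2* (chromosome 5, 147300805 to 147307270) and *Pax5* (chromosome 4, 44524757 to 44710487) were measured in the same RNA samples. *Cdx2* had 40.0, 50.3, 8.87 and 5.67 normalized counts in replicates 1 to 4 at 0 h and 29.5 ± 5.18 (SD, n = 4) at 48 h. The log2 fold change at 48 h was 0.64 (standard error 0.50, limma adjusted p = 0.26, and 0.26 with the replicate number as a block), smaller than the spread between replicates at 0 h. Leaving out each sample in turn gave log2 fold changes from 0.13 to 1.11 at 48 h, with 2 of 8 fits stronger. The replicate sets moved in opposite directions, with 31.1, 33.9, 22.0 and 31.0 normalized counts in replicates 1 to 4 at 48 h, lower than at 0 h in replicates 1 and 2 and higher in replicates 3 and 4. The log2 fold change was 1.19 at 2 h (limma adjusted p = 0.063, 0.059 with the block, and 0.32 after averaging the replicate sets). It was -1.96 at 16 h (limma adjusted p = 0.0019, 0.0018 with the block, and 0.072 after averaging the replicate sets) and -1.93 at 24 h (limma adjusted p = 0.0017, 0.0017 with the block, and 0.061 after averaging the sets). These 3 were below the 4-fold threshold, with at most 11 reads in any sample at 16 h and 6 at 24 h. At 2 h replicates 1 to 4 had 31.2, 41.5, 50.4 and 51.7 normalized counts, so the sets again moved in opposite directions. At 16 h they had 1.74, 3.26, 7.32 and 5.18, and at 24 h 3.60, 3.75, 6.09 and 3.26. The falls at 16 and 24 h were therefore mostly in replicates 1 and 2. *Pax5* had at most 5 reads in any of the 32 samples, too few to be tested.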

Genes not expressed in either lineage were used as controls and as expected, showed no change in interactions from their promoter regions (Supplementary Fig. 7, *Cdx2* and *Pax5*). In addition to increase in H3K27ac, all PrE CREs tested were associated with GATA6 binding in their vicinity. Likewise, Epi CREs where interactions decreased, showed a loss of NANOG and SOX2 occupancy initiated by GATA6 binding at these sites. Thus, even though induction of a PrE fate is associated with limited large-scale genome reorganization, we observed significant changes in interactions between CREs controlling genes forming the Epi and PrE networks. Together our data show how GATA6, the PrE-specifying TF, initiates a cascade of interdependent mechanisms to regulate the genome to specify the PrE lineage and inhibit the alternative Epi fate.

## Discussion

Multicellular organisms comprise of diverse cell-types which often arise from a common progenitor. scRNAseq studies have highlighted how this is accomplished by combinatorial TF modules that promote multifurcation of cell-types from common multipotent progenitors^2^. Using GATA6-driven transdifferentiation of ES cells, we propose how NANOG and GATA6 maintain plasticity in bipotent ICM cells, and how higher GATA6 levels preferentially promote a PrE fate. ES cells between 2 to 8 h of differentiation co-express GATA6 and NANOG, and their transcriptome resembles the ICM in E3.25 blastocysts or uncommitted progenitor cells in later blastocysts. 

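The log2 ratio of endogenous *Gata6* to *Nanog* normalized counts was -7.71 ± 0.22 (SD, n = 4) at 2 h, -3.41 ± 0.16 at 4 h and -0.43 ± 0.22 at 8 h. With the transgene row added to the endogenous one, it was -2.39 ± 0.25, -1.43 ± 0.20 and 0.85 ± 0.13. The 3 time points did not overlap in either measure. These are ratios of reads in bulk RNA, not scaled for transcript length. Their sign does not show which transcript was more abundant. They do not measure protein and do not show whether the same cell held both.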

During co-expression (at 2 h) we detected GATA6 co-binding along with NANOG at both Epi and PrE CREs. This was corroborated by our observations in blastocysts, where we also detected NANOG and GATA6 binding at both Epi and PrE CREs (Fig. 5). In uncommitted ICM cells, where NANOG and GATA6 levels may be equivalent, we propose that both factors are bound at their recognition motifs within Epi and PrE CREs, maintaining ICM cells in a poised state to adopt either cell fate.

When higher GATA6 levels are reached, relative to NANOG (4 h in vitro), we observed that pluripotency TFs are evicted from Epi CREs and redirected to PrE CREs, which we propose may aid GATA6 in achieving quick activation of the PrE network. Similar TF mobilization has been described during reprogramming of fibroblasts into induced pluripotency stem cells. The reprogramming TFs–OCT4, SOX2 and KLF4 (OSK)–were shown to inactivate the somatic-cell transcriptional network by disengaging somatic TFs from their target sites and redistributing them to pluripotency loci engaged by OSK^65^ to facilitate activation of the pluripotency program. Similarly, the transition from naïve to primed pluripotency in Epi cells of the implanted embryo is facilitated by redistribution of OCT4^66^. In this case, OCT4 relocalization from naïve- to primed- pluripotency genes, was initiated by the primed-pluripotency specific TF, OTX2. OCT4 redistribution was preferentially seen at sites carrying abundant and strong OTX2 recognition motifs. We also propose that the inherent differences in the strength and density of GATA6 binding sites in PrE- compared to Epi CREs may enable a shift in binding patterns of pluripotency factors when GATA6 levels are high, thus promoting an exit from plasticity and differentiation into PrE.

Supporting this hypothesis we found that PrE CREs contain higher density of high-affinity GATA6 recognition motifs compared to Epi CREs. This difference in motif affinity and density could provide a distinguishing feature enabling GATA6 to achieve contrasting changes at PrE and Epi CREs. A scenario can be envisioned where CREs carrying higher densities of strong TF motifs would be bound longer and more stably by the TF, marking them for transcriptional activation. Contrarily, less abundant, lower affinity binding sites could lead to only transient occupancy by the TF, not allowing sufficient time for activation, and instead marking them for inactivation by recruitment of histone deacetylases. A related observation was recently made where cells of the caudal epithelium that contain neural and mesodermal progenitors use binding of the same TF (SOX2) at sites of different affinity to elicit opposing regulatory responses in cells differentiating into divergent paths^67^. In our study, we observed that CREs activated during PrE differentiation were bound by GATA6 starting at 2hrs and continued in most cases until 48 h (Fig. 2b). CREs inactivated by GATA6, on the other hand, were bound by GATA6 only transiently at 2 h (Fig. 3b), supporting that GATA6 residence time at its targets could affect transcriptional activity. This, however, remains to be tested thoroughly in future experiments where the presence and frequency of these motifs will need to be manipulated. Combinatorial binding by other lineage-restricted transcription factors could also contribute to marking loci for activation and to allow for input signal integration by different signaling pathways. This has been studied extensively and described in lineage specification of multiple cell types^68–72^. CREs controlling the PrE transcriptional network carry high affinity binding sites for GATA6 (Supplementary Fig. 3d) and are also bound by its downstream targets SOX17 and GATA4 (Supplementary Fig. 2d) potentially functioning to mark PrE genes for robust activation rather than repression.

In addition to NANOG and GATA6 levels, FGF/ERK signaling via FGF4 is essential for lineage fate choice in the ICM. In *Fgf4*^*−/−*^ blastocysts, all ICM cells adopt an Epi fate at implantation, even though GATA6-expressing PrE-precursors are initially present, showing that PrE fate determination is dependent on FGF4/ERK signaling^5,17–20,73–77^. A mechanism where FGF4 regulates the ability of ES cells to exit pluripotency and differentiate into PrE was described recently^78^. Using an in vitro system where levels of ERK activation can be modulated, Hamilton et al. showed that enhancer activity was proportionally affected merely by reversible dissociation of cofactors and the transcriptional machinery without TF redistribution. This provides an explanation for how stochastic fluctuations in FGF4 availability can be incorporated at the transcriptional level to promote divergent cell-fate determination in ICM cells. It is noteworthy that the extent of FGF/ERK activation used in this study, while sufficient to affect the degree of pluripotency was not enough to upregulate GATA6. This suggests that the observed changes in FGF signaling, recapitulated stochastic initiation of fate determination in early blastocysts where skewed ratios of GATA6 and NANOG are not yet established. Our study on the other hand, describes events starting from co-expression to establishment of skewed GATA6:NANOG ratio and hence recapitulates the process by which PrE fate-determination is initiated and completed.

While our study describes an unanticipated behavior of GATA6 and NANOG during a stage of co-expression, there are a few caveats associated with our approach. In blastocysts, PrE cells directly differentiate from cells of the ICM. In contrast, ES cells in vitro resemble Epi cells in blastocysts more closely, and GATA6 induction leads to establishment of a PrE state through a transdifferentiation process that forms intermediate stages that transcriptionally resemble the ICM. Because the trajectory of in vitro differentiation differs from that of blastocysts, it is possible that there are differences in molecular mechanisms occurring in vivo and in vitro, which we are unable to define with our current approach. To address this, we confirmed some of our observations by performing CUT&RUN in pooled blastocysts (Fig. 5). However, at E3.5, blastocysts are composed of a mixture of ICM cells that co-express GATA6 and NANOG, and cells that have already committed to exclusively expressing only one of these TFs. Therefore, it is not possible to discriminate whether our data represent TF co-binding in vivo or TF-binding at the same CREs in different cells specified into divergent fates. This can only be effectively addressed by single-cell approaches, which are not yet optimal to study TFs in preimplantation embryos. In summary, we show that GATA6 and NANOG bind shared regulatory elements in blastocysts, however whether this occurs simultaneously, and the precise function of such shared binding, remains to be tested thoroughly.

The extensive TF redistribution evident during PrE specification is accompanied by rapid local chromatin reorganization. GATA6 binding at PrE and Epi CREs initiates a cascade of changes at multiple layers of chromatin. By altering the levels of H3K27ac, GATA6 regulates enhancer activity, which coincides with rewiring of genome structure. H3K27ac levels have been shown to influence enhancer-promoter interactions^57,58^, however it is unclear if enhancer activity results in rewiring of interactions, or vice versa. It is plausible that in unspecified ICM cells, fluctuations in enhancer activity are first initiated and once GATA6 is expressed above a certain threshold compared to NANOG, PrE enhancers are stably activated (and Epi enhancers inactivated) leading to rewiring of enhancer-promoter interactions to facilitate continued enhancer activity. A temporal resolution of the two mechanisms, changes in histone modification and chromatin rewiring, would allow for the stepwise generation of a feedforward loop driving successive and unidirectional lineage commitment. Alternatively, it is also possible that TF-mediated multilayered chromatin regulation provides redundancy to ensure robust gene regulation. Further studies will be required to address these possibilities, and the blastocyst, owing to its simplicity and temporally distinct stages, provides an excellent self-contained system to gain mechanistic insights in vivo.

## Methods

### Cell line, culture conditions, in vitro differentiation, and animal experiments

Previously generated mouse embryonic stem cells (mES) expressing a single copy of a transgene containing a bidirectional TET-responsive element driving expression of doxycycline-inducible GATA6-FLAG and DsRed2 were a kind gift from Dr. Niakan’s laboratory^35^. Cells were maintained at a density of 1 million cells per 10 cm gelatinized plates at 37 °C and 5% CO_2_ in 2i media (50% DMEM/F12, 50% Neurobasal, Penicillin-Streptomycin, GlutaMAX, 2-Mercaptoethanol, N2, B27, 0.3 nM PD0325901, 0.1 nM CHIR9902, and 2 × 10^5^ units/mL LIF). Differentiation into primitive endoderm was induced in serum containing ES media (Knockout DMEM, 15% FBS,1% GlutaMAX, 1% Penicillin-Streptomycin, 1% 2-Mercaptoethanol, 1% Sodium Pyruvate, 1% MEM NEAA, 2 × 10^5^units/mL LIF) supplemented with doxycycline (1 µg/mL) for 2 to 12 h. For time points greater than 12 h, mES cells were induced in serum media containing doxycycline for 12 h and switched to serum media in the absence of doxycycline for the remaining time. All mouse experiments were performed according to NIH and PHS guidelines and only after protocols were approved by the Animal Care and Use Committees of the National Cancer Institute and Eunice Kennedy Shriver National Institute of Child Health and Human Development.

### Fluorescence assisted cell sorting

Cells were harvested using 10 mM EDTA made in PBS. After incubation in EDTA for 10 mins, cells were dislodged by pipetting to ensure a suspension of single cells, following which cells were spun and resuspended in 500 µl of MACS buffer (PBS, 2% FBS, 1 mM EDTA). To analyze proportions of differentiating populations, cells were double stained with preconjugated PDGFRA-FITC (ThermoFisher Scientific, 11-1401-82) and PECAM-APC (BD Pharmigen, clone MEC 13.3, 551262) antibodies by adding 0.5 µl of each antibody. Cells were incubated at 4 °C for 20 mins following which they were washed twice in MACS buffer. Cell pellets were finally resuspended in 800 µl MACS buffer and analyzed for proportions of FITC positive/APC negative cells. To sort live dsRed2 positive populations for downstream analysis by RNAseq and ATAC-seq, cells were harvested by trypsinization and directly resuspended in MACS buffer. Cells were gated using uninduced, dsRed2 negative cells, as control. dsRed2 positive populations were collected in HBSS.

### Immunofluorescence

Cells were seeded on 6-well dishes in 2i, at a density of 25,000 cells/well. After Dox induction, cells were rinsed twice in PBS and fixed using 4% formaldehyde for 10 mins, following which cells were washed thrice in PBS and then permeabilized for 10 mins at room temperature using 0.5% Triton X-100 made in PBS (0.5% PBST) supplemented with 100 mM glycine. Cells were again washed thrice in PBS and incubated in 2% horse serum, in a humidified chamber at 37 °C for 30 mins. Cells were then incubated in primary antibodies (SOX17-R&D Systems, AF1924, SOX2-Millipore, ab5603, GATA6- R&D Systems, AF1700, NANOG- Active Motif, 61419) diluted at 1:500 in 2% horse serum, 0.5% Triton-X-100 made in PBS, at 4 °C overnight. Cells were then washed thrice in 0.1% PBST and incubated in secondary antibodies (prepared in PBS at 1:1000; Donkey-anti-rabbit-AF488, Invitrogen A21206; Donkey-anti-goat-AF555, Invitrogen A21432) for 1 h at room temperature, protected from light. Secondary antibody was then replaced with Hoechst solution (10 µg/ml in PBS) for 2 mins and then cells were thoroughly washed in 0.1% PBST before imaging at 10X on an inverted epifluorescence microscope.

### Western blot

Whole cell extracts were prepared in 1X Radioimmunoassay buffer (RIPA, 50 mM Tris-Cl pH 8,150 mM NaCl, 2 mM EDTA pH 8, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with protease inhibitor cocktail (Roche). Protein content was estimated using the Peirce BCA kit, and equal amounts of protein (20μg) resolved on 10% SDS-PAGE gels. Proteins were transferred onto methanol-activated PVDF membrane (Immobilon-FL), followed by blocking (5% milk made in TBST) and incubation with primary antibodies. Proteins were detected using HRP-conjugated secondary antibodies (Cell signaling technologies-7074P2). Primary antibodies (and dilutions) are: Rabbit anti-NANOG (ab80892; 1:1000), Rabbit anti-SOX2 (ab92494; 1:1000), histone-H3 (ab176842; 1;1000). Uncropped images of western blot, together with molecular weight markers, can be found at the end of Supplementary Figures.

### RNA extraction, RNA-seq library preparation and sequencing

RNA from four replicates at each time point was isolated using trizol. After confirming that the RNA integration number for each sample was above 8, libraries were prepared using TruSeq Stranded mRNA prep kit with PolyA purificaton and sequenced on HiSeq 2500 using SE50.

### ATAC-seq library preparation and sequencing

ATAC-seq was performed, in duplicates, as described in^79^. Briefly, cells at each time point were dissociated using Accutase, and 50,000 cells were subjected to the tagmentation reaction. Cells were first washed in resuspension buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, and 3 mM MgCl_2_ in water), following which nuclei were isolated in 1 ml lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40, 0.1% Tween-20, and 0.01% Digitonin in water) on ice for three min. Nuclei were rinsed once in wash buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 3 mM MgCl2, and 0.1% Tween-20) and tagmentation was carried out using 2.5 ul Tn5 transposase (Illumina 15027865) for exactly 30 mins. Following tagmentation, DNA was purified using the Zymo DNA Clean and Concentrator kit (Zymo, D4033). Libraries were prepared using Q5 polymerase and unique indices were added to each sample. First, gap filling was performed at 72 °C for 5 mins followed by five cycles of 98 °C, 20s, 63 °C, 30s, and 72 °C 1 min. After initial amplification, tubes were held on ice, while quantitative PCR was run on 1 µl of the pre-amplified library to determine additional number of cycles needed. Libraries were sequenced on HiSeq2500 using PE50.

### CUT&RUN

CUT&RUN was performed, in duplicates, as previously described^80^ with small modifications. Briefly, mES cells were dissociated using Accutase, counted, and 100,000 cells/replicate were pelleted at 600 g for 3 min at room temperature. Supernatant was discarded, cells were resuspended in Wash Buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 1x Protease inhibitor cocktail), and pelleted at 600 g for 3 min at room temperature. BioMag Plus Concanavalin A beads (Bangs Laboratories) were equilibrated in Binding Buffer (20 mM HEPES pH 7.5, 10 mM KCl, 1 mM CaCl_2_, 1 mM MnCl_2_). Cells were resuspended in Wash Buffer, mixed with a slurry of equilibrated Concavalin A coated magnetic beads, and rotated for 10 min at room temperature. Per 100,000 cells, 10 µl bead slurry was used. Beads were placed on a magnetic separator and supernatant was discarded. Beads were resuspended in Wash Buffer containing 2 mM EDTA, 0.1% bovine serum albumin, 0.05% Digitonin, and 1:50 dilution of primary antibody. This was incubated on a nutating platform for 2 h at room temperature. After incubation, beads were washed twice in Digitonin Buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 1x Roche Complete Protease Inhibitor no EDTA, 0.05% Digitonin and 0.1% bovine serum albumin), then incubated with pA-MNase (600 µg/ml, 1:200, either home-made or a gift from Steven Henikoff) in Digitonin Buffer for 1 h at 4 °C. After incubation, beads were washed twice, resuspended in 150 µl of Digitonin Buffer, and equilibrated to 0 °C before adding CaCl_2_ (2 mM) and incubating for 1 h at 0 °C. After incubation, 150 µl of 2X Stop Buffer (200 mM NaCl, 20 mM EDTA, 4 mM EGTA, 50 µg/ml RNase A, 40 µg/ml glycogen), was added. Beads were incubated for 30 min at 37 °C and then pelleted at 16,000 g for 5 min at 4 °C. Supernatant was transferred, mixed with 3 µL 10% SDS and 1.8U Proteinase K (NEB), and incubated for 1 h or overnight at 55 °C, shaking at 900 rpm. After incubation, 300 µl of 25:24:1 Phenol/Chloroform/Isoamyl Alcohol was added, solutions were vortexed, and transferred to Maxtrack phase-lock tubes (Qiagen). Tubes were centrifuged at 16,000 g for 3 min at room temperature. 300 µl of Chloroform was added, solutions were mixed by inversion, and centrifuged at 16,000 g for 3 min at room temperature. Aqueous layers were transferred to new tubes and DNA isolated through Ethanol precipitation and resuspended in 10 mM Tris-HCl pH 8.0 (ThermoFisher). CUT&RUN libraries were prepared following the SMARTer ThruPlex TAKARA Library Prep kit with small modifications. For each sample, double stranded DNA (10 µl), Template Preparation D Buffer (2 µl), and Template Preparation D Enzyme (1 µl) were combined, and End Repair and A-tailing was performed in a Thermocycler with a heated lid (22 °C, 25 min; 55 °C, 20 min). Library Synthesis D Buffer (1 µl) and Library Synthesis D Enzyme (1 µl) were subsequently added, and library synthesis was performed (22 °C, 40 min). Immediately after, Library Amplification D Buffer (25 µl), Library Amplification D Enzyme (1 µl), Nuclease-free water (4 µl), and a unique Illumina-compatible indexed primer (5 µl) were added. Library amplification was performed using the following cycling conditions: 72 °C for 3 min; 85 °C for 2 min; 98 °C for 2 min (denaturation); 4 cycles of 98 °C for 20 s, 67 °C for 20 s, 72 °C for 10 s (addition of indexes); 14 cycles of 98 °C for 20 s, 72 °C for 10 s (library amplification). Post-PCR clean-up was performed on amplified libraries with a SPRIselect bead 0.6X left/1x right double size selection then washed twice gently in 80% ethanol and eluted in 10–12 µl 10 mM Tris pH 8.0. 1:50 dilutions of primary antibodies against the following TFs were used: GATA6 (R&D Systems, AF1700), NANOG (Active Motif, 61419), SOX2 (Millipore, ab5603), GATA4 (Santa Cruz Biotech, sc25310), SOX17 (R&D Systems, AF1924), H3K9me3, (Abcam, ab8898).

### CUT&RUN in blastocysts

Blastocysts were collected from 4–5 weeks old C57BL/6 N females six days after PMSG/HCG injections. Blastocysts were used right away to profile E3.5 embryos, after removing the zona pellucida using acid tyrode’s solution. E4.5 embryos were isolated seven days after PMSG/HCG injections, and only hatched blastocysts without zona pellucida were used. CUT&RUN was performed as described above, with significant modifications, using adaptations described by Saiz et al.^49^ for immunostainings. Embryos were manipulated in 1% agar-coated 4-well dishes (ThermoFisher scientific, Nunc 4-Well Dishes for IVF) throughout the protocol. Briefly, blastocysts were fixed using 400 µl of 0.1% formaldehyde prepared in PBS for 10 mins at room temperature, protected from light. After 10 mins, 40 µl of 1.42 M glycine was added to quench PFA and embryos were incubated at room temperature for 5 mins after gentle mixing, following which they were washed once in PBS and once in digitonin buffer, by sequentially passing them through wells containing the different buffers. Embryos were then incubated in 300 µl of antibody buffer (GATA6 or NANOG at 1:50) on a nutator at 4 °C for 1.5 h, following which they were washed thrice in digitonin buffer and then incubated in 300 µl of pA/G-MNAse solution. After incubation in pA/G-MNase, embryos were again washed thrice and then collected in a 1.5 ml microfuge tube containing 150 µl of digitonin buffer. After incubating at 0 °C for 10 mins, MNase was activated as described in the CUT&RUN section. The rest of the protocol was followed as described for cells. Libraries were prepared using 20 amplification cycles. For the GATA6 at E3.5, CUT&RUN was performed on 120 pooled E3.5 blastocysts (first replicate), and separately on 160 pooled E3.5 s (second replicate) (depicted in Fig. 4e, f). At E4.5, GATA6 CUT&RUN was performed on a single replicate containing 55 pooled blastocysts. NANOG CUT&RUN was also performed on a single replicate containing 130 pooled E3.5 blastocysts.

### CUT&TAG

CUT&TAG was performed, in duplicates, as previously described^39,81^ with small modifications. mES cells were dissociated using Accutase (Sigma), counted, and 100,000 cells/replicate were pelleted at 600 g for 3 min at room temperature. Cells were resuspended in Wash Buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 1x Protease inhibitor cocktail), and pelleted at 600 g for 3 min at room temperature. BioMag^®^ Plus Concanavalin A beads (Bangs Laboratories) were equilibrated in Binding Buffer (20 mM HEPES pH 7.5, 10 mM KCl, 1 mM CaCl_2_, 1 mM MnCl_2_). Cells were resuspended in Wash Buffer, mixed with a slurry of equilibrated Concavalin A coated magnetic beads, and rotated for 10 min at room temperature. Per 100,000 cells, 10 µl bead slurry was used. Beads were resuspended in Wash Buffer containing 2 mM EDTA, 0.1% bovine serum albumin, 0.05% Digitonin, and 1:50 dilution of primary antibody and incubated on a nutating platform for 2 h at room temperature. After incubation, beads were washed twice in Digitonin Buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 1x Protease inhibitor cocktail, 0.05% Digitonin), then incubated with pA-Tn5 (6.7 uM, 1:100) in Dig-300 Buffer (20 mM HEPES pH 7.5, 450 mM NaCl, 0.5 mM Spermidine, 1x Protease inhibitor cocktail, 0.01% Digitonin) for 1 h at room temperature. After incubation, beads were washed twice, resuspended in 300 µl of Dig-300 Buffer containing 1 mM MgCl_2_, and incubated for 1 h at 37 °C. After incubation, 10 µl 0.5M EDTA (Sigma), 3 µl 10% SDS, and 2.5 µl 20 mg/ml proteinase K (NEB) was added. Solutions were vortexed and incubated for 1 h at 50 °C, shaking at 900 rpm. After incubation, DNA separation and purification were performed as in CUT&RUN. DNA was finally eluted in 25 µl. To amplify libraries, DNA (20 µl) was mixed with 5X Q5 reaction buffer (10 µl), Q5 polymerase (0.5 µl), dNTPs (1 µl), nuclease free water (16 µl), and an equimolar mixture of a universal i5 and a uniquely barcoded i7 primer (2.5 µl), using different barcodes for each sample. The sample was placed in a Thermocycler with a heated lid using the following cycling conditions: 72 °C for 5 min (gap filling); 98 °C for 30 s; 14 cycles of 98 °C for 10 s and 63 °C for 30 s; final extension at 72 °C for 1 min and hold at 8 °C. Post-PCR clean-up was performed with a SPRIselect bead 0.6X left/1x right double size selection then washed twice gently in 80% ethanol and eluted in 10–12 µl 10 mM Tris pH 8.0. Multiplexed libraries were pooled and paired-end sequenced (2 × 50 bp) on an Illumina HiSeq2500. 1:50 dilutions of primary antibodies against H3K4me3 (Active Motif, 39159), H3K27ac (Abcam, ab4729), H3K27me3 (Cell Signaling, 9733 T) were used.

### Hi-C and Capture-C

Hi-C (4dnucleome.org protocols) and Capture-C^82^ libraries were prepared from two replicates following previously published protocols with minor modifications. Briefly, 1 million cells per sample were trypsinized, washed in growth media and fixed for 10 min at room temperature while rotating with 1% formaldehyde (Thermo: 28908) in 1 ml of HBSS media. To stop fixation, Glycine was added at final concentration of 0.13 M and incubated for 5 min at RT and 15 min on ice. Cells were then washed once in cold PBS, centrifuged at 2500 g 4 ^o^C for 5 mins (these centrifugation conditions were used for all washes following fixation) and pellets frozen at −80 ^o^C. Thawed cell pellets were incubated in 1 ml lysis buffer (10 mM Tris-HCL pH8, 10 mM NaCl, 0.2% Igepal CA-630, Roche Complete EDTA-free Sigma #11836170001). Following lysis, cells were dounced for a total of 40 strokes with a “tight pestle” and then washed in cold PBS. For DpnII digest, cells were resuspended in 50 µl 0.5% SDS and incubated at 62 °C for 10 min. Then 150 µl of 1.5% Triton-X was added and cells incubated for 15 min at 37 ^o^C while shaking at 900 rpm. 25 µl of 10X DpnII restriction buffer (NEB) was added, and cells further incubated for 15 min while shaking. 200 U of DpnII (NEB R0543M) were then added and incubated for 2 h, then 200 U more were added and incubated overnight. Next morning 200 U more were added and incubated for 3 h (total 600 U of DpnII). DpnII was inactivated at 62 ^o^C for 20 min. Biotin fill-in was done by incubating cells with a mixture of 4.5 µl dCTP, dTTP, and dGTP at 3.3 mM, 8 µl klenow polymerase (NEB M0210L) and 37.5 µl Biotin-14-dATP (Thermo 19524016) for 4 h at RT while shaking at 900 rpm for 10 s every 5 min. Ligation was done overnight at 16 °C also rotating at 900 rpm for 10 s every 5 min by adding 120 µl of 10X ligation buffer (NEB), 664 µl water, 100 µl 10% Triton-X, 6 µl BSA 20 mg/ml, and 2 µl T4 ligase (NEB cat #M0202M). For Capture-C, biotin fill-in step was skipped and 50 µl more of water was added to the ligation mix. Crosslink removal was done overnight with 50 µl of proteinase K in 300 µl of following buffer (10 mM Tris-HCl pH8.0, 0.5 M NaCl, 1%SDS) while shaking at 1400 rpm at 65 °C. Following Sodium Acetate and 100% Ethanol −80^o^C precipitation, DNA was resuspended in 50 µl 10 mM Tris-HCl for Hi-C or 130 µl for Capture-C. Sonication for Hi-C was done using Covaris onetube-10 AFA strips using the following parameters for a 300 bp fragment size (Duration: 10 s, repeat for 12 times, total time 120 s, peak power-20 W, duty factor 40%, CPB-50). Sonication for Capture-C was done using Covaris AFA microtubes 130 with following settings for a fragment size of 200 bp fragments (Duration: 225 s, peak power-75W, duty factor 25%, Cycles per Burst-1000). Sonication was performed in a Covaris ME220 sonicator. Sonicated material was then size selected using SPRI beads with the following ratios: 0.55X and 1X for Capture-C and 0.55X and 0.75X for Hi-C. Hi-C material was then bound to 150µl Streptavidin C1 beads (Thermo 65002), washed and recovered, following manufacturers recommendations. Bead-bound DNA was resuspended in 50 µl 10 mM Tris HCl. Library preparation was done using Kapa Hyper Prep KK8502 kit. 10 µl of End-repair buffer and enzyme mix were added to resuspended beads and incubated for 30 min at RT and then 30 min at 65 °C. 1 µl of 15 mM annealed-Illumina adaptors, containing a universal p5 and an indexed p7 oligo, were then incubated with a mixture containing 40 µl of ligase and ligation buffer at RT for 60 min. Libraries were then amplified using 4 reactions per sample for a total of 200 µl and 10 cycles, as recommended by manufacturer. For Capture-C, following sonication and size selection, 1 µg of template material was resuspended in 50 µl of 10 mM Tris and used for library prep with 10 µl of End-Repair reaction. 5 µl of 15 mM annealed -Illumina adaptors were ligated to the Capture-C material. Using a total volume of 100 µl, library was amplified by PCR using 6 cycles. For capture, 1 µg of Capture-C library per sample was mixed with mouse COT1 DNA and universal as well as index-specific blocking oligos from SeqCap EZ HE-oligo (Roche). 4.5 µl pool of biotinylated probes (xGen Lockdown Probe Pools from IDT), with each probe at 0.4 fmol/µl targeting the promoters of our loci of interest (sequences of each probe are listed in Supplementary Data 1h) were added to this mixture and incubated for 3 days at 47 °C. Following binding to Streptavidin C1 beads, material was washed as recommended by the SeqCap EZ Hybridization and Wash Kits. Following washes material was amplified by PCR using Kapa polymerase and 14 cycles. Material from different samples was then combined and 1 µg of pooled libraries was recaptured in a single reaction and amplified with 8 cycles.

### ChIP-seq

ChIP-seq was performed, in duplicates, using the ENCODE protocol [www.encodeproject.org ChIP-seq_Protocol_v011014] with few modifications. Cells were harvested by trypsinization and counted. Approximately 30 million cells were fixed by resuspending them in 1% formaldehyde in HBSS (1 ml/million cells). Cells were incubated for 10 mins at room temperature, protected from light, on a nutator. After 10 mins, 1.42 M glycine (100 µl/ml of fixative) was added and cells were mixed by inversion and incubated for 5 mins at room temperature to quench PFA. Cells were then pelleted at 2000 g, at 4 °C for 5 mins and washed twice in 1X TBS (50 mM Tris-Cl, pH 7.5, 150 mM NaCl). Cell pellets were then flash frozen and stored at −80 °C. To perform ChIP, pellets were thawed on ice for 10 mins and lysed in Farnham lysis buffer (5 mM PIPES PH 8.0, 85 mM KCl, 0.5% NP-40, supplemented with protease inhibitors). To lyse cells, pellets were reconstituted in 1 ml buffer/10 million cells and incubated on ice for 10 mins, following which they were dounced and then centrifuged at 2000 g, at 4 °C for 5 mins. The pelleted nuclei were then resuspended in 500 µl RIPA (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA pH8, 1% NP-40, 0.5% Sodium Deoxycholate, 0.1% SDS, supplemented with ROCHE Complete protease inhibitor tablets (without EDTA), mixed gently by pipetting, and incubated on ice for 10 mins to achieve complete lysis. Extracted chromatin was then sonicated using Bioruptor (10 cycles of 30’ on and 30’, paused on ice for 5 mins, repeated 10 cycles of 30’ on and 30’). Sonicated material was then spun down at 20,000 g, at 4 °C for 15 mins. Supernatant was collected in fresh tubes and chromatin was quantified using Qubit high sensitivity DNA kit. 10 µg of chromatin was used for each ChIP reaction, in a total reaction volume of 1 ml, adjusted with RIPA. For each sample, 30 µl of Protein A/G beads preconjugated to 2 µg antibody (by incubation of antibody with washed beads resuspended in 500 µl RIPA for 3 h) was added to the reaction and chromatin was capture by overnight incubation at 4 °C, on a rotating platform. The next day, captured chromatin was washed successively as follows: once in low-salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl), twice in high-salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 500 mM NaCl), twice in lithium chloride wash buffer (250 mM LiCl, 1% NP-40, 1% Sodium Deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.0), and twice in 1X TE (10 mM Tris-HCl pH 8.0, 1 mM EDTA). Bound chromatin was then eluted in 200 µl freshly prepared direct elution buffer (10 mM Tris-HCl pH8, 0.3 M NaCl, 5 mM EDTA pH8, 0.5% SDS) supplemented with 2 µl RNAse A (10 mg/ml), by incubating on a thermomixer at 65 °C, at 800 rpm, overnight. The next day, beads were discarded, and the supernatant was incubated with 3 µl of Proteinase K (20 mg/ml) at 55 °C, 1200 rpm, for 2 h to reverse crosslinks. DNA was then eluted in 20 µl deionized water using the Zymo DNA Clean and Concentrator kit (Zymo, D4033). 10 µl of eluted DNA was used for library preparation exactly as described for CUT&RUN. 12 amplification cycles were used per sample, and library was sequenced on HiSeq2500 using PE50.

### Sequential ChIP-seq (reChip)

Cell-fixation was carried out as described above for ChIP-seq. After fixation cells were frozen as pellets of 10 to 20 million cells per tubes. For the first round of ChIP, fixed pellets of undifferentiated cells and cells induced with Dox for 2 h were thawed on ice for 10 mins. For each time point 6 replicates of 10 million cells each, were used. Nuclei were extracted and lysed from thawed cell pellets using the Covaris truChIP^®^ Chromatin Shearing Kit, following recommendations for high cell numbers (1 ml lysis buffer/20 million cells). Lysed nuclei were sonicated in Covaris 1 ml AFA Fiber milliTUBE (Duration: 2100Secs, peak power-75W, duty factor 15%) to fragment chromatin to an average size of 200 bp. Sonicated chromatin was centrifuged at 20,800 g for 15 mins to separate residual debris and the cleared lysate was transferred to a fresh pre-chilled tube. 25 µl was aliquoted separately to confirm sonication efficiency and estimate chromatin concentration while the rest was frozen and stored at −80 °C. To the 25 µl, 1 µl of RNase A (10 mg/mL) was added and incubated at 37 °C for 30 min after which 1 µl of Proteinase K (10 mg/mL) was added and chromatin was reverse cross-linked overnight at 65 °C in a PCR cycler with a heated lid. The following day, after performing 2X SPRI bead clean fragment size was confirmed by running 1 ng on a tape station, and concentration was estimated using Qubit 1X dsDNA high sensitivity kit. Frozen chromatin was thawed and NaCl (final concentration of 150 mM), Triton-x-100 (final concentration of 1%) and Na-deoxycholate (final concentration of 0.1%) were added. 10 μg chromatin was used per replicate and a total of six replicates for each time point were subjected to immunoprecipitation with anti-FLAG M2 (Sigma, F3165-2MG) conjugated to protein A/G beads as described for ChIP. Volume was made up to 1 ml using freshly prepared RIPA. After overnight ChIP washes were performed as described in ChIP. To elute FLAG-bound chromatin, beads were resuspended in 60 μl of freshly made Direct Elution Buffer (10 mM Tris-HCl pH8, 0.3 M NaCl, 5 mM EDTA pH8, 0.5% SDS) supplemented with 10 mM DTT and incubated at 37 °C, 500 rpm, 15 mins. Eluted material was collected in a fresh tube and the process was repeated once more and pooled with the first elution. Finally, eluates from three replicates were pooled together to give two replicates per timepoint. 100 μl was subjected to reverse crosslinking and library preparation to map FLAG-bound regions, and 100μl was added to 900 μl RIPA and used for immunoprecipitation with anti-Nanog conjugated to protein A/G beads and the protocol described under ChIP was followed. 20 amplification cycles were used to prepare libraries.

### RNA-seq data analysis

RNA-seq analysis including principal component analysis and identification of differentially expressed genes was performed using LCDB workflow [github.com/lcdb/lcdb-wf]. Briefly, the data was first assessed for quality control using fastQC v0.11.8 (bioinformatics.babraham.ac.uk/projects/fastqc/) to look for sequencing quality issues and trimmed for quality using cutadapt v2.7^83^. No significant quality issues were detected. The RNA-Seq data was then mapped to the mouse genome version GRCm38.p6 using HISAT2 v2.1.0^84^. Stats for number of reads and peaks can be found in Supplementary Data 1. Expression levels were estimated at gene-level with featureCounts (subread v1.6.4)^85^ using the GENCODE version m18 annotation. Differential expression analysis was performed using DESeq2 v1.22.1^86^ using the ‘normal’ log-fold-change shrinkage. Statistical significance was defined as false discovery rate (FDR) < 0.1 and |log2FoldChange | >= 2 (4-fold difference). The count data was also normalized using the variance stabilizing transformation for use in visualization purposes. Genes with a log_2_fold change higher than 2 or lower than −2, and adjusted p value lower than 0.1 were identified as differentially expressed. Each time point was compared to previous time point and to 0 h to identify all genes differentially expressed during differentiation. For plotting transcript levels at different datapoints for selected genes, DE-Seq2 normalized values were used. DE-Seq2 normalized values were also used to plot changes in gene expression during differentiation in heatmaps using row zscores for each gene calculated in R. We also calculated the level of expression of the transgene compared to the endogenous *Gata6* locus. The *Gata6* transgene encodes only the coding sequence of *Gata6*. Thus, reads coming from the coding region of the gene originate both from endogenous *Gata6* and the transgene, while untranslated regions (e.g. 3’UTR) are expressed only by endogenous *Gata6*. We utilized this information to calculate the expression levels of the transgene. First, we calculated the number of reads mapping to the 3’UTR and the CDS in the last exon of *Gata6*. The counts were normalized to library size (per million) and sequence length (per kb) to avoid sequencing depth and feature length biases. The transgene expression, *T*, was then calculated as the difference between the normalized CDS and UTR expression, while endogenous expression, *E*, was taken to be the mean of the normalized 3’UTR expression at 96 h (*n* = 4). Finally, the relative expression of the transgene was calculated as *T/E*.

### Single-cell RNA-seq analysis

Publicly available single-cell RNA-Seq data from^22^ was downloaded as a cell x count matrix. The cell clustering determined in the study was downloaded and the count matrix was subset to only the relevant timepoints (embryonic day E3.5 and E4.5). For use in our study we renamed and combined some clusters based on cell identities as EPI, PrE or ICM: E3.5:1 = E3.5_ICM, E3.5:0 + E3.5:4 = E3.5_PrE, E3.5:2 = E3.5_EPI-E4.5:0 + E4.5:1 = E4.5_PrE, E4.5:2 = E4.5_EPI, E4.5:3 = E4.5_TE. Next, we reanalyzed the data using the Seurat R package v3.1.2 using the standard workflow to find conserved markers and differentially expressed markers. For differential expressed markers we specifically compared PrE and EPI cells at each time-point (E3.5 and E4.5) and also E4.5_PrE and E3.5_EPI. The list of differentially expressed genes between PrE and Epi was also compared to the list reported by Mohammed and colleagues^21^ and only genes present in both datasets was kept for further analysis. Next, we compared the differentially expressed markers between E3.5 and E4.5 to the genes that are different between the sorted and bulk populations. To perform a comparison between bulk and single-cell RNA-Seq data, we performed the following procedure. First, we extracted single-cell counts from cells belonging to E3.5 and E4.5 stages based on cell metadata. Next, we normalize the data to library size (per million) at cell level and performed log transformation after adding pseudocount of 1 (log1p). This is similar to the logNormalize procedure implemented in the Seurat R package. We then averaged cells within each representative cluster. This yielded mean normalized data corresponding to each cell stage: E3.5 – ICM, PrE, EPI; E4.5 – PrE, EPI, TE. For bulk RNA-Seq, we performed variance stabilizing transformation from the DESeq2 R package (v1.22.1) to normalize count data and calculated a mean across biological replicates for each time-point. Next, for comparing such disparate sets of data, the technical variability between bulk and single-cell data needed to be regressed out. To this end, we then fit a model: *expression ~ group*, where the factor *group* was either *single-cell* or *bulk*. The residuals from this modeling procedure was then used to generate a PCA plot.

### ATAC-seq analysis

The ENCODE ATAC-seq pipeline [github.com/ENCODE-DCC/atac-seq-pipeline] was used to process ATAC-seq and to obtain bigwig files for visualization in IGV and to produce heatmaps or signal profiles using DeepTools (v3.5.1). For this, the bigwig files generated using signal p value and with the 2 replicates pooled were chosen. For downstream analysis, we used the IDR-identified peaks for each condition calculated from the 2 available replicates at each time point as these were the most stringent peaks identified. Diffbind (v2.12.0)^87^ was used to plot PCA and identify peaks with differential accessibility during differentiation by comparing 48 h to 0 h. Stats for number of reads and peaks can be found in Supplementary Data 1. To compare ATAC-seq between bulk GATA6-induced cells and a PDGFRA^+^-sorted population we also used Diffbind. No peak was identified as differential between sorted and bulk populations. For both types of comparisons, the DESEQ2 option was used and an adjusted pvalue of 0.0001 and log2 fold change of 2(or −2) was used as threshold of significance. All timepoints were compared against 0 h. ATAC peaks were classified into stable, increased, or decreased by comparing the 0 h and 48 h time-points. Differential ATAC peaks were identified with DiffBind. We used GREAT^88^ (v4.0.4) to further identify which of these peaks were associated with Epi or PrE specific genes. For this, peaks were assigned to a single gene if it was within a maximum distance of up to 50 kb. A combination of Deeptools^89^ and bedtools (v2.30.0)^90^ was used for plotting heatmaps and summary profiles. Deeptools profiles and heatmaps were plotted using peak center as the single reference point, profiles were plotted using mean signal. Epi and PrE CREs depicted in Fig. 1d are reported in Source Data. CREs identified by our approach were compared to the ENCODE CRE database and overlapping CREs are also reported in Source Data. ATAC-seq nucleosomal signal over TF motifs was plotted using the ATACseqQC (v3.15)^91^ pipeline by merging both replicates for the same time point. Only nucleosomal signal (fragments larger than 180 bp) is shown. We used FIMO^92^ (vMEME 5.4.1) to identify TF motifs at peaks of interest identified by CUT&RUN. FIMO was run using default settings and a q-value threshold of 0.001 and with the following JASPAR motifs: GATA6 (PB0023.1), NANOG (UN0383.1). To plot ATAC footprinting signal over HNF1B motifs (MA0153.1) we used the TOBIAS pipeline [https://github.com/loosolab/TOBIAS]^93^ with merged ATAC-seq replicates. ATAC signal was plotted over all motifs identified as bound at 48 h by this pipeline.

### CUT&RUN and CUT&TAG analysis

Paired-end 50 bp reads were processed using Bowtie2 (v2.4.5)^94^, with the following options (-N 1 --local --very-sensitive-local --no-unal --no-mixed --no-discordant --phred33 -I 10 -X 700 -x). Reads that mapped to ENCODE mm10 blacklist regions were removed using Samtools (v1.15)^95^. Piccard (v2.27.2) (broadinstitute.github.io/picard/) was then used to identify non-duplicated reads. Duplicate reads were removed for libraries generated from blastocysts but kept for all others. Diffbind was used to analyze replicates by plotting pearson correlation of signal found over identified peaks (Supplementary Fig. 8). For IGV visualization, and plotting heatmaps and profiles, Deeptools v3.5.1 was used and signal of replicates was merged and normalized. In the case of CUT&RUN of Epi TFs and CUT&TAG, signal normalization was done using using total read count. For Epi TFs, signal normalization was done with reads that mapped to *E.coli* and *S.cereviseae* genomes. Stats for number of reads and peaks can be found in Supplementary Data 1. For TF signal, only fragments smaller than 120 bp were used while for histone modifications, fragments larger than 150 bp were selected. MACS (v2.1.1.20160309) was used to identify regions of enrichment using the narrow option for TFs and the broad option for histone modifications. Peak calling was done using as a control CUT&RUN samples generated using rabbit anti-rabbit antibody as a control. Peaks overlapping with ENCODE blacklist regions were removed from further downstream analysis. A combination of deeptools (v3.5.1) and bedtools (v2.30.0) was used for plotting heatmaps and summary profiles. Characterization of GATA6 peak types was done considering the top 10,000 peaks at each time point according to adjusted *q* value calculated by MACS. This valued was chosen based on previous comparison to published GATA6 ChIP-seq data^35^. Peaks were considered as Early if present in the top 10,000 peaks at any timpoint between 2 and 8 h for a total of 14,906 early peaks. If present only at 48 h peaks were identified as Late (total 5850). Early peaks that intersected with ATAC peaks at 0 h were considered as Early Open at 0 h and the remaining Early peaks were considered Early Closed at 0 h. These peaks were then associated with PrE or Epi genes using the same approach as for ATAC-seq. Peaks were further divided into proximal or distal depending on distance to TSS (less than 5 kb away were considered proximal). NANOG peaks were identified similarly to GATA6 and the top 15,000 peaks selected for characterization based on number of peaks detected by ENCODE data. To define which peaks overlapped with GATA6, all GATA6 peaks identified from 2, 4 and 8 h were used. NANOG peaks were classified as Epi or PrE specific as done for ATACseq. For analysis of NANOG peaks that appear specifically at 2 h, all peaks were considered and separated into 2 clusters. Peaks that overlapped with NANOG peaks already identified at 0 h and peaks that were only identified at 2 h. These were separated into those that overlapped with ATAC-seq peaks at 0 h and those that didn’t. CUT&RUN analysis of Cutsite probability was performed using CUTRUNTools^96^ using the GATA6 (PB0023.1) motifs identified by FIMO (vMEME 5.4.1) over the mentioned peaks in figure. A threshold of 0.001 was used to identify motifs within peaks.

### TF motif analysis

To identify TF motifs for GATA6 and OCT4/SOX2 at peaks of interest we used FIMO (vMEME 5.4.1) with a pvalue threshold of 0.001 and with the following JASPAR motifs: GATA6 (PB0023.1), and OCT4/SOX2 (MA0142.1). Then, for each peak we calculated the number of motifs found in each peak and displayed this number as a boxplot. To assess motif strength, for all motifs identified with a pvalue lower than 0.001, we plotted the FIMO-calculated qvalue. For comparison of motifs in two different conditions we used Homer to identify known motifs enriched in one condition versus another as shown in figure.

### Hi-C and Capture-C analysis

Hi-C libraries were sequenced with paired-end reads of 51 nucleotides. Data was processed using the Hi-Cpro pipeline (v3.1.0)^97^ to produce a list of valid interactions pairs. This list was converted into cool and mcool files for visualization with higlass (v1.11.7)^98^. Stats for number of reads and peaks can be found in Supplementary Data 1. Eigenvalues were calculated using homer (v4.11.1)^99^ with 250 kb bins and the runhicpca.pl script. For comparison between conditions, we used the gethiccorrDiff.pl script also at 250 kb resolution. Bins were considered as belonging to different compartments if correlation coefficient was lower than 0.4. For heatmaps containing eigenvalues, bins were sorted from highest eigenvalue to lowest based on the 0 h score. H3K27me3 and H3K27ac score for each bin was determined using Deeptools (v3.5.1). Capture-C were libraries were also sequenced and processed the same way. The make_viewpoints Hicpro script was used to obtain individual Capture-C bigwig files for each replicate of each viewpoint with 1 kb-sized bins. For visualization, averages of each replicate were used. *P* values were calculated using DESeq2 (v1.22.1) and comparing Capture-C signal of 2 replicates over overlapping 5 kb windows across the regions shown in figure. Overlapping 5 kb windows were built by sliding each window 500 bps. Comparisons were done between 0 h and either 16 h or 48 h. Adjusted p values lower than 0.01 were considered as threshold for significance. Horizontal bars represent windows considered as statistically significantly different for these comparisons.

### Statistics & reproducibility

The number of replicates used in each assay and statistics used in analysis of the different datasets are described under the corresponding subsections in methods. No statistical method was used to predetermine sample size. No data were excluded from the analyses except for samples where QC failed.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The datasets generated in this study can be accessed on the Gene Expression Omnibus database under the accession number GSE181104. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Extensive co-binding and rapid redistribution of NANOG and GATA6 during emergence of divergent lineages
**Source:** Nat Commun. 2022 Jul 23;13:4257. doi: 10.1038/s41467-022-31938-5
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

The following software was used for data collection:  
Microscopy: ZenBlue (2.6), Flowcytometry and Sorting: FACSdiva(v8.0.1),  
Sequencing data was collected using the Illumina HiSeq2500 incorporated software.

Data analysis

Analysis for bulkRNAseq:  
RNA-seq analysis including principal component analysis and identification of differentially expressed genes was performed using LCDB workflow ([github.com/lcdb/lcdb-wf](https://github.com/lcdb/lcdb-wf) version 1.5.3).

Re-analysis of single-cell RNAseq from Nowotschin et al, 2019:  
Data was downloaded as a cell x count matrix. The cell clustering determined in the study was downloaded and the count matrix was subset to only the relevant timepoints (embryonic day E3.5 and E4.5). For use in our study we renamed and combined some clusters based on cell identities as EPI, PrE or ICM: E3.5:1 = E3.5\_ICM, E3.5:0 + E3.5:4 = E3.5\_PrE, E3.5:2 = E3.5\_EPI-E4.5:0 + E4.5:1 = E4.5\_PrE, E4.5:2 = E4.5\_EPI, E4.5:3 = E4.5\_TE. Data was reanalyzed with the Seurat R package v3.1.2 using the standard workflow to find conserved markers and differentially expressed markers.

Analysis for ATAC-seq:  
The ENCODE ATAC-seq pipeline ([github.com/ENCODE-DCC/atac-seq-pipeline](https://github.com/ENCODE-DCC/atac-seq-pipeline) version 1.9.0) was used to process ATAC-seq.

Analysis for CUT&RUN, CUT&TAG, and ChIP-seq:  
Paired-end 50bp reads were processed using Bowtie2 (2.4.5), with the following options {-N 1 --local --very-sensitive-local --no-unal --no-

mixed --no-discordant --phred33 -l 10 -X 700 -x). Reads that mapped to ENCODE mm10 blacklist regions were removed using Samtools (ver 1.15). Piccard ver 2.27.2 (broadinstitute.github.io/picard/) was then used to identify non-duplicated reads. Duplicate reads were removed for libraries generated from blastocysts but kept for all others. Diffbind (2.12.0) was used to analyze replicates by plotting pearson correlation of signal found over identified peaks. For generating bigwig files to visualize signal of transcription factors, DeepTools (3.5.1) was used to only retain fragments smaller than 120bp, while for histone modifications, fragments larger than 150bp were selected. MACS (2.1.1.20160309) was used to identify regions of enrichment using the narrow option for TFs and the broad option for histone modifications. Peak calling was done using CUT&RUN library generated using rabbit anti-rabbit antibody as control.

#### Analysis for HiC and CaptureC:

Data was processed using the Hi-Cpro (3.1.0) pipeline to produce a list of valid interactions pairs. This list was converted into cool and mcool files for visualization with hiclass (1.11.7). Eigenvalues were calculated using homer (4.11.1) with 250kb bins and the runhicpca.pl script. For comparison between conditions, we used the gethiccorrDiff.pl script also at 250kb resolution.

#### Motif analysis:

All motif analysis was carried out using MEME (5.4.1).

#### Heatmaps:

Heatmaps for representing CUT&RUN, CUT&TAG, ChIP-seq and ATAC-seq were generated using Deeptools (3.5.1). Peak files for heatmaps were generated using bedtools (2.30.0). Coordinates for peak-regions of each heatmap are provided in source data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated in this study can be accessed on the Gene Expression Omnibus database under the accession number GSE181104 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181104>). Source data are provided with this paper.

Mouse Vista enhancers were downloaded from the VISTA database (<https://enhancer.lbl.gov/>) and ENCODE CREs were obtained from the UCSC genome browser.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The number of replicates used in each assay and statistics used in analysis of the different datasets are described under the corresponding subsections in methods. Similarity between replicates is detailed in SupplementaryData1 and depicted in FigS7. No statistical method was used to predetermine sample size. We performed 4 replicates of RNA-seq which showed very little variability between replicates. 

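The Pearson correlation of log2(normalized count + 1) across genes between replicates of a time point had a median of 0.982 over 48 pairs and ranged from 0.962 to 0.992. Genes are not independent replicates, so no p is given. Within the replicate sets (1 and 2, or 3 and 4) the range was 0.981 to 0.992, with a median of 0.990 over 16 pairs. Between the sets it was 0.962 to 0.986, with a median of 0.978. Between neighbouring time points the medians ran from 0.942 (24 and 48 h) to 0.970 (8 and 16 h), and for 0 and 2 h the median was 0.949.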

As this method is more sensitive to variation than our other techniques we decided that duplicates would suffice and indeed we always observed very high reproducibility. |
| Data exclusions | No data were excluded from the analyses except for samples where QC failed because of low signal or high background i.e. low FRIP (fraction of reads that fall into a peak). In those cases the experiment was repeated.                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | Experiments on replicates was performed independently and numbers can be found in the methods. All replications were successful and no data had to be excluded for not replicating previous findings.                                                                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | Randomization was not necessary for our study as it does not involve a case-control cohort experiment.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | Because our study did not involve targeted deletion of any factor, in cells or in mice, blinding was not necessary. All data was analysis in an unbiased fashion.                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Antibodies used for CUT&amp;RUN (at dilution 1:50):<br/>GATA6 (R&amp;D Systems, AF1700), NANOG (Active Motif, 61419), SOX2 (Millipore, ab5603), OCT4 (abcam, ab19857), GATA4 (Santa Cruz Biotech, sc25310), SOX17 (R&amp;D Systems, AF1924), H3K9me3 (Abcam, ab8898)</p> <p>Antibodies used for CUT&amp;TAG (at dilution 1:50):<br/>H3K4me3 (Active Motif, 39159), H3K27ac (Abcam, ab4729), H3K27me3 (Cell Signaling, 9733T)</p> <p>Antibodies used for ChIP-seq (2 micrograms):<br/>FLAG-M2 (Sigma, F3165-2MG), NANOG (Active Motif, 61419)</p> <p>Antibodies used for immunofluorescence (Primary antibodies diluted 1:500; secondary antibodies diluted 1:1000):<br/>SOX17 (R&amp;D Systems, AF1924), SOX2 (Millipore, ab5603), GATA6 (R&amp;D Systems, AF1700), Donkey-anti-rabbit-AF488 (Invitrogen, A21206), Donkey-anti-goat-AF555 (Invitrogen, A21432)</p> <p>Antibodies used for Western blot (Primary antibodies diluted 1:1000; secondary antibodies diluted 1:5000):<br/>Rabbit anti-NANOG (Abcam, ab80892), Rabbit anti-SOX2 (abcam, ab92494), histone-H3 (abcam, ab176842), Anti-Rabbit-HRP (Cell signaling technologies, 7074P2)</p> <p>Antibodies used for flow-cytometry (at dilution 1:1000):<br/>PDGFRA-FITC (ThermoFisher Scientific, 11-1401-82) and PECAM-APC (BD Pharmingen, clone MEC 13.3, 551262)</p> |
| Validation      | As described in ( <a href="https://www.nature.com/articles/s41467-019-09982-5">https://www.nature.com/articles/s41467-019-09982-5</a> ), all antibodies used in this study were commercially available, have been verified by the manufacturer by Western blotting or by peptide ELISA described and used in several studies as mentioned on the manufacturer's specification sheets.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | KH2 ES cells engineered to contain Doxycycline-inducible GATA6 were a gift from Kathy Niakan (The Francis Crick Institute, UK) |
| Authentication                                                    | mES cells were phenotypically characterized                                                                                    |
| Mycoplasma contamination                                          | No mycoplasma testing was performed                                                                                            |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | This cell line is not listed in the ICLAC Database of Cross-contaminated or Misidentified Cell Lines.                          |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                         |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Blastocysts were collected from 4-5 weeks old C57BL/6N females six days after PMSG/HCG injections, mated with 8-10 week old males.                                                                                                                                      |
| Wild animals            | No wild animals were used in this study                                                                                                                                                                                                                                 |
| Reporting on sex        | As we need to pool embryos before it is possible to genotype/differentiate genders data generated here was analyzed not considering sex as a variable                                                                                                                   |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                      |
| Ethics oversight        | All mouse studies were performed according to NIH and PHS guidelines and only after protocols were approved by the Animal Care and Use Committees of the National Cancer Institute and Eunice Kennedy Shriver National Institute of Child Health and Human Development. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181104>

Files in database submission

The following files correspond to ChIP-seq experiments:

GSM5484529 JT\_499\_0h\_ixen\_Nanog\_ChIP\_merged\_rep1  
 GSM5484530 JT\_500\_0h\_ixen\_Nanog\_ChIP\_merged\_rep2  
 GSM5484531 JT\_505\_0h\_ixen\_IgG\_ChIP\_merged\_rep1  
 GSM5484532 JT\_506\_0h\_ixen\_merged\_Input  
 GSM5484533 JT\_507\_2h\_ixen\_Nanog\_ChIP\_merged\_rep1  
 GSM5484534 JT\_508\_2h\_ixen\_Nanog\_ChIP\_merged\_rep2  
 GSM5484535 JT\_511\_2h\_ixen\_merged\_Input  
 GSM5819708 JT\_677\_gata6RFPlne1\_0h\_1%input\_rechip  
 GSM5819709 JT\_678\_gata6RFPlne1\_2h\_1%input\_rechip  
 GSM5819710 JT\_679\_gata6RFPlne1\_0h\_FLAG\_chip1\_rep1  
 GSM5819711 JT\_680\_gata6RFPlne1\_0h\_FLAG\_chip1\_rep2  
 GSM5819712 JT\_681\_gata6RFPlne1\_2h\_FLAG\_chip1\_rep1  
 GSM5819713 JT\_682\_gata6RFPlne1\_2h\_FLAG\_chip1\_rep2  
 GSM5819714 JT\_683\_gata6RFPlne1\_0h\_FLAG\_chip1\_Nanog\_chip2\_rep1  
 GSM5819715 JT\_684\_gata6RFPlne1\_0h\_FLAG\_chip1\_Nanog\_chip2\_rep2  
 GSM5819716 JT\_685\_gata6RFPlne1\_2h\_FLAG\_chip1\_Nanog\_chip2\_rep1  
 GSM5819717 JT\_686\_gata6RFPlne1\_2h\_FLAG\_chip1\_Nanog\_chip2\_rep2

The following files correspond to CUT&RUN experiments:

GSM5484568 Gata6\_0h\_ixen\_CR\_DL\_12\_rep1  
 GSM5484569 Gata6\_0h\_ixen\_CR\_JT\_247\_rep2

GSM5484570 Gata6\_2h\_ixen\_CR\_DL\_73\_rep1  
 GSM5484571 Gata6\_2h\_ixen\_CR\_DL\_74\_rep2  
 GSM5484572 Gata6\_4h\_ixen\_CR\_DL\_75\_rep1  
 GSM5484573 Gata6\_4h\_ixen\_CR\_DL\_76\_rep2  
 GSM5484574 Gata6\_8h\_ixen\_CR\_DL\_77\_rep1  
 GSM5484575 Gata6\_8h\_ixen\_CR\_DL\_78\_rep2  
 GSM5484576 Gata6\_48h\_ixen\_CR\_JT\_137\_rep1\_merged  
 GSM5484577 Gata6\_48h\_ixen\_CR\_JT\_138\_rep2\_merged  
 GSM5484578 JT\_333\_Gata4\_ixen\_24hr\_rep1  
 GSM5484579 JT\_334\_Gata4\_ixen\_24hr\_rep2  
 GSM5484580 DL\_248\_Sox17\_24h\_rep1  
 GSM5484581 DL\_249\_Sox17\_24h\_rep2  
 GSM5484582 DL\_44\_CR\_Nanog\_0h\_rep1  
 GSM5484583 DL\_45\_CR\_Nanog\_0h\_rep2  
 GSM5484584 DL\_46\_CR\_Nanog\_2h\_rep1  
 GSM5484585 DL\_47\_CR\_Nanog\_2h\_rep2  
 GSM5484586 DL\_48\_CR\_Nanog\_4h\_rep1  
 GSM5484587 DL\_49\_CR\_Nanog\_4h\_rep2  
 GSM5484588 DL\_50\_CR\_Nanog\_8h\_rep1  
 GSM5484589 DL\_51\_CR\_Nanog\_8h\_rep2  
 GSM5484590 DL\_53\_CR\_Sox2\_0hrs\_rep1  
 GSM5484591 DL\_54\_CR\_Sox2\_0hrs\_rep2  
 GSM5484592 DL\_55\_CR\_Sox2\_2hrs\_rep1  
 GSM5484593 DL\_56\_CR\_Sox2\_2hrs\_rep2  
 GSM5484594 DL\_57\_CR\_Sox2\_4hrs\_rep1  
 GSM5484595 DL\_58\_CR\_Sox2\_4hrs\_rep2  
 GSM5484596 DL\_59\_CR\_Sox2\_8hrs\_rep1  
 GSM5484597 DL\_60\_CR\_Sox2\_8hrs\_rep2  
 GSM5484598 JT\_141\_CR\_IgG  
 GSM5484599 JT\_495\_Bl6SpOv\_scE3.5Blastocysts120x\_CR\_0.1perPFA\_Gata6  
 GSM5484600 JT\_517\_Bl6SpOv\_scE3.5Blastocysts160x\_CR\_0.1perPFA\_Gata6  
 GSM5484564 DL\_17\_CR\_H3K9me3\_0h\_rep1  
 GSM5484565 JT252\_CR\_H3K9me3\_0h\_rep2  
 GSM5484566 JT\_133\_CR\_H3K9me3\_48hr\_rep1  
 GSM5484567 JT\_134\_CR\_H3K9me3\_48hr\_rep2  
 GSM5819706 JT\_671\_Bl6SpOv\_E3.5Blastocysts130x\_CR\_0.1perPFA\_Nanog  
 GSM5819707 JT\_672\_Bl6SpOv\_E4.5Blastocysts55x\_CR\_0.1perPFA\_Gata6

The following files correspond to CUT&TAG experiments:

GSM5484546 DL\_212b\_CT\_H3K4me3\_0h\_rep1  
 GSM5484547 DL\_213b\_CT\_H3K4me3\_0h\_rep2  
 GSM5484548 DL\_232\_CT\_H3K4me3\_48h\_rep1  
 GSM5484549 DL\_233\_CT\_H3K4me3\_48h\_rep2  
 GSM5484550 DL\_216b\_CT\_H3K27me3\_0h\_rep1  
 GSM5484551 DL\_217\_CT\_H3K27me3\_0h\_rep2  
 GSM5484552 DL\_236\_CT\_H3K27me3\_48h\_rep1  
 GSM5484553 DL\_237\_CT\_H3K27me3\_48h\_rep2  
 GSM5484554 DL\_214b\_CT\_H3K27ac\_0h\_rep1  
 GSM5484555 DL\_215b\_CT\_H3K27ac\_0h\_rep2  
 GSM5484556 DL\_220\_CT\_H3K27ac\_8h\_rep1  
 GSM5484557 DL\_221\_CT\_H3K27ac\_8h\_rep2  
 GSM5484558 DL\_224\_CT\_H3K27ac\_16h\_rep1  
 GSM5484559 DL\_225\_CT\_H3K27ac\_16h\_rep2  
 GSM5484560 DL\_228\_CT\_H3K27ac\_24h\_rep1  
 GSM5484561 DL\_229\_CT\_H3K27ac\_24h\_rep2  
 GSM5484562 DL\_234\_CT\_H3K27ac\_48h\_rep1  
 GSM5484563 DL\_235\_CT\_H3K27ac\_48h\_rep2

Genome browser session  
 (e.g. [UCSC](#))

no longer applicable

## Methodology

Replicates

For all datasets generated from mES cells, at least two replicates were performed

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sequencing depth        | CUT&RUN and CUT&TAG samples were sequenced at 10-15 million reads per samples (paired-end 50). ChIP-seq samples were sequenced at ~25 million reads per samples (paired-end 50). Reads per sample are listed in SupplementaryData1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Antibodies              | <p>Antibodies used for CUT&amp;RUN (at dilution 1:50):<br/>GATA6 (R&amp;D Systems, AF1700), NANOG (Active Motif, 61419), SOX2 (Millipore, ab5603), OCT4 (abcam, ab19857), GATA4 (Santa Cruz Biotech, sc25310), SOX17 (R&amp;D Systems, AF1924), H3K9me3 (Abcam, ab8898)</p> <p>Antibodies used for CUT&amp;TAG (at dilution 1:50):<br/>H3K4me3 (Active Motif, 39159), H3K27ac (Abcam, ab4729), H3K27me3 (Cell Signaling, 9733T)</p> <p>Antibodies used for ChIP-seq (2 micrograms):<br/>FLAG-M2 (Sigma, F3165-2MG), NANOG (Active Motif, 61419)</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Peak calling parameters | Described in Methods                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data quality            | Described in Methods with details listed in SupplementaryData1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Software                | Paired-end 50bp reads were processed using Bowtie2 (2.4.5), with the following options (-N 1 --local --very-sensitive-local --no-unal --no-mixed --no-discordant --phred33 -I 10 -X 700 -x). Reads that mapped to ENCODE mm10 blacklist regions were removed using Samtools (ver 1.15). Piccard ver 2.27.2 (broadinstitute.github.io/picard/) was then used to identify non-duplicated reads. Duplicate reads were removed for libraries generated from blastocysts but kept for all others. Diffbind (2.12.0) was used to analyze replicates by plotting pearson correlation of signal found over identified peaks. For generating bigwig files to visualize signal of transcription factors, DeepTools (3.5.1) was used to only retain fragments smaller than 120bp, while for histone modifications, fragments larger than 150bp were selected. MACS (2.1.1.20160309) was used to identify regions of enrichment using the narrow option for TFs and the broad option for histone modifications. Peak calling was done using CUT&RUN library generated using rabbit anti-rabbit antibody as control. |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells were harvested using 10mM EDTA made in PBS. After incubation in EDTA for 10 mins, cells were dislodged by pipetting to ensure a suspension of single cells, following which cells were spun and resuspended in 500µl of MACS buffer (PBS, 2% FBS, 1mM EDTA). Cells were double stained with preconjugated PDGFRA-FITC (ThermoFisher Scientific, 11-1401-82) and PECAM-APC (BD Pharmingen, clone MEC 13.3, 551262) antibodies by adding 0.5µl of each antibody. Cells were incubated at 40C for 20 mins following which they were washed twice in MACS buffer. Cell pellets were finally resuspended in 800µl MACS buffer and analyzed for proportions of FITC positive/APC negative cells. |
| Instrument                | BD FACSAria                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Software                  | FlowJo                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | An small portion of the sorted cells were re-analyzed by Flow Cytometry again in the BD FACSAria to confirm a purity of over 95%                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Gating strategy           | Procedure for gating to sort dsRed2 positive cells: FSC/SSC -> Singlets -> Live cells (DAPI negative) -> gating on dsRed2-high. Un-induced cells (no dsRed2 expression) was used as negative control.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

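RNA-seq was measured in 32 samples of mES cells with a Dox-inducible *Gata6* transgene, 4 replicates at each of 8 time points (0, 2, 4, 8, 16, 24, 48 and 96 h). Sample identities came from the sample titles and the sample list in Supplementary Data 1. The ATAC-seq, CUT&RUN, CUT&TAG, Hi-C, Capture-C and single-cell data, and the RNA-seq of sorted cells, were not analysed here.

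The authors deposited 1 table of variance-stabilized log2 values, with 54233 rows and 1 column per sample. The authors trimmed reads with cutadapt, aligned them to GRCm38.p6 with HISAT2, counted them per gene with featureCounts on GENCODE annotation, and applied DESeq2's size factors and variance stabilizing transformation. How reads were split between the endogenous *Gata6* row and the added transgene row is not stated in the methods. Of the rows, 29140 had no gene symbol, and 29046 of these were named from a table of gene identifiers and symbols.

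The lowest value in every column, 1.58, stands for no reads, and it fixes the transformation. Inverting the transformation gave counts divided by 1 size factor per sample. Multiplying by the step of each sample gave whole reads for 100% of the values, with a largest distance of 3.5e-09 from a whole number. Reads on genes ranged from 3190108 to 12301732 per sample (median 8870662.5), so a gene at or below 3 reads in every sample of a group was treated as not measurable there. Folds against such a group are lower bounds. Read counts show counting error only, since PCR copies were not marked.

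The deposited unit is a log2 scale, and tests written for raw counts were not used here; limma-voom on the recovered reads was an added alternative. Genes with a normalized count of at least 10 in at least 4 samples (15227 genes) were tested on log2(normalized count + 1) with limma 3.58.1 in R 4.3.3, using lmFit, contrasts and eBayes with a trend over all 32 samples. The threshold was FDR < 0.1 by Benjamini-Hochberg adjustment per comparison and a log2 fold change of at least 2, as in the paper's methods. The authors used DESeq2 with shrunken fold changes on the raw counts. Tested on simulated data with 14640 genes, the procedure called 200 of 200 changed genes with the right sign and 0 unchanged genes. The median signed error was 0.031 in the log2 fold change, in which errors of rises and falls can cancel. All simulated changes were larger than the threshold, lay in genes above the filter on low counts, and had no difference between replicate sets. The simulation therefore does not show how genes near the threshold, genes with few reads or the replicate sets affect the calls.

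Means over gene lists and the ratio of *Nanog* to *Sox2* were compared with two-sided exact permutation tests (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). With 4 samples against 4 the smallest p is 0.029, and with 2 against 2 it is 0.333. Benjamini-Hochberg adjustment covered the 22 exact tests. Lists were also set against 10000 random lists matched on mean expression. Principal components used the 500 genes with the largest variance.

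The replicate numbers come from the sample titles. Same-numbered samples deviated together from their time point means (mean correlation 0.196), but no more than samples with the other number of the same set, so the pairing rests on the sets of replicates 1 and 2 and of replicates 3 and 4. Results were also computed with the replicate number as a block. The paper's text names no batch.

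The genes named in the text follow a rule. They are every gene the paper names in a claim on transcript levels, the captured genes, members of a list where a count is 5 or fewer, and the 3 genes with the largest rise and the 3 with the largest fall at 2 h and 48 h among those past the threshold with a symbol in the deposited table, a mean of at least 100 in the higher group and no overlap between samples. The result for 1 of these genes is not reported here. Coordinates are from GENCODE M21 on GRCm38, whereas the authors counted on GENCODE m18.

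Alternatives covered the pseudocount, the filter on low counts, TMM factors in place of the deposited scaling (ratio of the 2 between 0.986 and 1.01), the replicate block, the samples in the fit, the FDR, the median in place of the mean, and leaving out each replicate in turn. Added alternatives were the deposited values without inversion, limma-voom on the whole reads, averaging the replicate sets, the set as a block, and each set alone.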

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

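None of the tests in this part was chosen only after its result was seen. The results stand out either because 1 sample lay far from the other samples of its time point or because they concern genes the paper does not discuss.

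Of 110 groups of 4 samples, 3 were flagged for a sample that lay apart. The measure was the gap of that sample to its nearest neighbour, divided by the range of the group. The flagged ratios were 0.830 to 0.868. Groups with lower ratios were not flagged, even where the gap took most of the range. By chance, about 1 in 20 groups would be flagged. For *Sox17* at 0 h, replicate 2 had a log2(normalized count + 1) of 1.24, while the other replicates lay between 2.73 and 2.98 (ratio of gap to range 0.856). *Sox17* had at most 7 reads at 0 h, so this gap rests on a few reads. For *Sox17* at 48 h, replicate 1 was at 10.11 and the others between 10.04 and 10.05 (ratio 0.830), a small difference in a tight group. For *Pdgfra* at 0 h, replicate 1 was at 2.71 and the others between 3.05 and 3.10 (ratio 0.868). No technical or biological explanation was tested for these samples.

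The design of the comparisons with 0 h and with later time points shows genes that rise and then fall, which the paper does not report as a group. In all, 301 genes were higher by 4-fold or more at 2, 4 or 8 h than at 0 h and lower by 4-fold or more at 48 h than at that same time point. When the time labels were shuffled within each replicate number, 1 of the 40 arrangements, the real one included, gave as many, and the largest number from the others was 4. Serum medium, the removal of the inhibitors and GATA6 began together, and this test cannot tell which of them the 301 genes follow.

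The list of 15 ERK target genes was higher by 2.63 at 2 h than at 0 h on the log2 scale (exact permutation test, p = 0.029, adjusted 0.0331; 2.22 within replicates 1 and 2 and 3.04 within replicates 3 and 4), with 13 of the 15 genes higher. Its median change of 2.24 was at the percentile 100 of 10000 random lists matched on expression. The list of Wnt target genes, 14 of which were tested, changed by -0.77 (exact permutation test, p = 0.029, adjusted 0.0331; -0.74 and -0.80 within the sets), with 10 of the 14 lower. The median of the changes of its genes, -0.94, was at percentile 0 of such lists. With the median over the set in each sample, the Wnt target list mean at 2 h against 0 h became -0.087 (exact permutation test, p = 0.743), so the fall depends on how the list is summarized. Both directions are what removal of the MEK inhibitor with the medium and removal of the GSK3 inhibitor with the medium would give, so the change of medium is a candidate explanation. Serum and GATA6 itself were not varied apart from it, and neither could be set aside by these tests.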

How the results depend on the processing

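No test in this part was chosen only after its result was seen, apart from the alternatives added after seeing the data, which were the variance-stabilized values as deposited, limma-voom on recovered reads, replicate sets averaged, the replicate set as a block, and each replicate set alone. The other choices and the threshold were made before the data were examined. The planned edgeR and DESeq2 alternatives were not run, although whole reads were recovered, and limma-voom was run on those reads.

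With a pseudocount of 5 in place of 1, and then with genes of mean at least 50 only, the number of genes higher at 2 h than at 0 h went from 305 to 196 and 151, and of genes lower at 2 h than at 0 h from 53 to 17 and 14. The number of genes higher at 4 h than at 0 h went from 410 to 255 and 203, genes lower at 4 h than at 0 h from 108 to 44 and 23, genes higher at 8 h than at 0 h from 518 to 313 and 277, and genes lower at 8 h than at 0 h from 199 to 114 and 60. For genes higher at 16 h than at 0 h it went from 613 to 361 and 340, and for genes lower at 16 h than at 0 h from 365 to 2.3e+02 and 126. For genes higher at 24 h than at 0 h it went from 738 to 481 and 421. For genes lower in any comparison it went from 2129 to 1355 and 898, and for transient genes, which rise early and then fall, from 301 to 200 and 104. The same filter alone changed the other counts by more than 1.5 times, with 248 genes lower at 24 h than at 0 h, 692 genes higher at 48 h than at 0 h, 467 genes lower at 48 h than at 0 h, 811 genes higher at 96 h than at 0 h, 723 genes lower at 96 h than at 0 h and 1081 genes higher in any comparison. The deposited variance-stabilized values gave 17 genes lower at 2 h than at 0 h, 53 genes lower at 4 h than at 0 h and 123 genes lower at 8 h than at 0 h. The cause was not tested.

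The other settings kept the counts within 1.5 times. With the replicate number as a block, the totals were unchanged at 2 h, and the number of genes lower at 48 h than at 0 h was 1080 against 1079. The number of chromatin remodeler genes past the threshold at 2 h was 0 in every setting, with 13 higher at an unadjusted p under 0.05, and 18 of the 22 captured genes passed the threshold at 48 h in every setting. The sign-flip test on same-numbered pairs leaves a list mean or ratio as it is and cannot give a p below 0.125, so it shows no stability.

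The Epi gene set mean at 2 h against 0 h (0.01) reversed to -0.012 with TMM factors, -0.068 with the median over the set and -0.024 within replicates 1 and 2, and ranged from -0.030 to 0.042 across the 8 fits that each left out 1 sample. The PrE gene set mean at 2 h against 0 h ranged from 0.092 to 0.14, and the Epi gene set mean at 8 h against 0 h from -0.30 to -0.23, each with 1 of 8 fits on the other side of the exact permutation test's threshold. The Wnt target list mean at 2 h against 0 h was -0.70 with no filter (exact permutation test, p = 0.0571) and -0.087 with the median over the set (p = 0.743), and ranged from -0.90 to -0.64, with 6 of 8 fits weaker. The log2 ratio of Nanog to Sox2 against 0 h ranged from -0.88 to -0.58 at 2 h, from -0.93 to -0.62 at 4 h, from -1.35 to -1.04 at 8 h (4 of 8 fits weaker at each) and from -1.26 to -0.95 at 48 h (2 of 8). At 24 h it was -1.34 in replicates 1 and 2 and -2.48 in replicates 3 and 4. The log2 ratio of Gata6 to Nanog at 2 h moved to -7.38 with a pseudocount of 5. Depth limits these last values, since Gata6 had at most 21 reads at 2 h.

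Among named genes, the log2 fold change of Gata4 at 2 h against 0 h (0.03) reversed to -0.061 with limma-voom and ranged from -0.33 to 0.37. Of the named-gene calls at FDR < 0.1 that were run in these settings, averaging the replicate sets lost those for Gata4 and Pou5f1 at 4 h. It also lost those for Sox17 and Nanog at 2 h, and Dppa2 at 48 h. Of the other time points printed for Cdx2, it lost the call at 2 h. The fit on averaged sets had no term for the set, so a lasting difference between sets counted as spread. Counted as settings over the named genes reported, so that a fold change can count more than once, the alternatives set at the start gave 8 weaker, 5 stronger and 5 reversed values, and the added ones 7, 1 and 1. The 5 reversed values were all fits for Gata4 at 2 h that left out 1 sample. The cause was not tested.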

Differences from the paper's values

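The alternatives described below as chosen after seeing the values were the tests in this part chosen only after the result was seen. The paper reports 920 genes activated and 639 silenced. Here 2176 genes were higher and 2129 lower in at least 1 comparison with 0 h or with the preceding time point. The FDR and fold-change values were those of the paper's methods. The paper set the fold-change value on shrunken DESeq2 fold changes, and here it was set on limma fold changes without shrinkage. The cutoffs are therefore not alike, and the shrunken fold changes were not computed here. Of the alternatives set before the data were examined, only a mean normalized count of at least 50 brought both counts within 1.5 times of the paper's, at 1081 and 898. With a pseudocount of 5 the counts were 1681 and 1355, without the filter on low counts 2664 and 2558, with comparisons to 0 h alone 2077 and 1836, and without the 96 h time point 1749 and 1438. The other alternatives set before the data were examined gave counts between 2129 and 2278 for higher genes and between 2101 and 2341 for lower genes. The variance-stabilized values as deposited, chosen after seeing the values, gave 1802 and 1508, and the others chosen after seeing the values gave between 2154 and 2240 higher and between 2094 and 2269 lower genes. All of the 920 and 639 genes of the paper's lists were found in the table by their mean values, and 904 and 609 of them were called here in the same direction. A further 1272 and 1520 genes were called here and are not in the paper's lists.

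The paper states that endogenous *Gata6* and transgene transcripts are at comparable levels at 2 h. In the gene-level table the endogenous row held 14.9 normalized counts and the transgene row 618 at 2 h, and 346 and 504 at 8 h. The paper's own measure, from parts of the last exon and relative to the endogenous level at 96 h, was not computed here; the transgene row at 2 h was 29.9% of the mean endogenous row at 96 h.

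The paper states that *Pdgfra* rises only by 4 to 8 h. Here it was already higher at 2 h, by 1.43 on the log2 scale (limma adjusted p = 1.2e-09), though below the 4-fold threshold. The paper places a rise of chromatin remodelers at 4 to 8 h but does not name the genes. Of the 30 on the list used here, which may differ from those it meant, 0 passed the threshold upward at 2, 4 or 8 h. Without a fold-change cutoff, 13 were higher at FDR < 0.1 at 2 h and 12 at each of 4 and 8 h. The paper describes *Pou5f1* as stable, and here it was at 67.7% of its 0 h level at 48 h and 22.5% at 96 h.

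The paper describes a progressive decrease of Epi transcripts. The mean of the Epi genes was not detectably lower at 2 h (0.01, exact permutation test, p = 0.83) or at 4 h (-0.05, p = 0.4). At 4 h the change was -0.11 within replicates 1 and 2 and -0.0001 within replicates 3 and 4, so the sets disagree there. A mean can stay level while its genes move apart. Of the captured genes on the Epi list, *Nanog* (-1.67), *Fgf4* (-1.54), *Cobl* (-1.22), *Morc1* (-1.07), *Igfbp2* (-0.97), *Sox2* (-0.90) and *Pou5f1* (-0.37) were lower at 4 h. *Dppa4* was higher (0.61). These are log2 fold changes of genes picked by the paper for changes at 48 h, so they do not stand for the whole list. On the first principal component, from the 500 most variable genes rather than the Epi genes, the samples at 2 h lay at -51.9, beyond those at 0 h at -50.8. The paper describes the captured genes as those with the highest changes between 0 and 48 h. Here *Dppa4*, *Dppa2*, *Pou5f1* and *Klf4* did not pass the 4-fold threshold, with log2 fold changes of -0.55, 0.18, -0.55 and -0.97, and did not pass it in any other setting run here.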

Other observations

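The tests on whether the replicate sets are single libraries, on read depth and on the share of the transgene row were chosen only after the result was seen.

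The replicates of each time point fell into replicates 1 and 2 against replicates 3 and 4. If each set were a single library sequenced again, the chi-square per degree of freedom within sets would be near 1; its median was 1.59 (from 1.21 to 6.34 over 16 pairs), which is above sampling noise alone. Read depth did not separate the sets either, since the read totals did not overlap at only 1 of the 8 time points, where a difference in read depth would separate them at most. The difference between sets correlated across genes between time points with a median of 0.26 (from -0.03 to 0.66) over all pairs of time points. The median correlation of a time point with the others was 0.43, 0.48, 0.48, 0.56 and 0.43 at 0, 2, 4, 8 and 16 h, and 0.27, 0.18 and -0.007 at 24, 48 and 96 h, so the difference was shared more among the early time points. Its correlation with the change over time had a median of 0.078 (from 0.046 at 8 h to 0.33 at 48 h). The sets already differed at 0 h, before induction, with a chi-square per degree of freedom of 11.4 to 19.0 between them, which a different pace of differentiation after induction would not give, so pace does not account for the pattern as a whole. Apart from 96 h, the pattern could not be told apart from a lasting difference between batches of cells or libraries. At 48 h a difference in pace could not be set aside either. There the correlation with the change over time (0.33) was above the median correlation with the other time points (0.18). At 96 h the sets still differed, with a chi-square per degree of freedom of 6.61 to 7.81 between them. The median correlation of -0.007 there argues against the same lasting difference at 96 h. No other biological explanation was tested.

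From 16 h on, after Dox was withdrawn, the transgene row was 7.39% ± 1.97, 5.53% ± 3.27, 6.75% ± 0.852 and 5.52% ± 2.16 (SD, n = 4) of the endogenous *Gata6* row at 16, 24, 48 and 96 h. The mean share at 96 h was 0.998 times that at 24 h, although the endogenous row more than doubled. With this spread between replicates, the means do not show that the share was constant. Reads of the endogenous gene counted on the transgene row and continued low expression of the transgene both remain open.

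For each of the counts of genes higher or lower than at 0 h, the samples were also split in the other ways that part every same-numbered pair. In every one of the 14 counts, and for the captured genes at 48 h, 1 of the 8 splits, the real one, gave as many genes, and the design of 8 splits cannot show a share under 0.125. Other splits gave up to 539 higher genes at 96 h, where 1413 were seen, and the split that follows the replicate sets gave at most 1. For the chromatin remodelers, 8 of the 8 splits gave at least the observed 0 genes, a test that could not come out otherwise. Over all comparisons, 1 of the 40 arrangements of the time labels within replicate numbers, the real one, gave as many higher genes, and 1 gave as many lower genes; the others reached at most 1821 and 1873.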
